# Activation of the alpha-globin gene expression correlates with dramatic upregulation of nearby non-globin genes and changes in local and large-scale chromatin spatial structure

**DOI:** 10.1186/s13072-017-0142-4

**Published:** 2017-07-11

**Authors:** Sergey V. Ulianov, Aleksandra A. Galitsyna, Ilya M. Flyamer, Arkadiy K. Golov, Ekaterina E. Khrameeva, Maxim V. Imakaev, Nezar A. Abdennur, Mikhail S. Gelfand, Alexey A. Gavrilov, Sergey V. Razin

**Keywords:** Alpha-globin genes, Transcription, CTCF, Chromatin spatial structure, TAD, Chromatin compartment

## Abstract

**Background:**

In homeotherms, the alpha-globin gene clusters are located within permanently open genome regions enriched in housekeeping genes. Terminal erythroid differentiation results in dramatic upregulation of alpha-globin genes making their expression comparable to the rRNA transcriptional output. Little is known about the influence of the erythroid-specific alpha-globin gene transcription outburst on adjacent, widely expressed genes and large-scale chromatin organization. Here, we have analyzed the total transcription output, the overall chromatin contact profile, and CTCF binding within the 2.7 Mb segment of chicken chromosome 14 harboring the alpha-globin gene cluster in cultured lymphoid cells and cultured erythroid cells before and after induction of terminal erythroid differentiation.

**Results:**

We found that, similarly to mammalian genome, the chicken genomes is organized in TADs and compartments. Full activation of the alpha-globin gene transcription in differentiated erythroid cells is correlated with upregulation of several adjacent housekeeping genes and the emergence of abundant intergenic transcription. An extended chromosome region encompassing the alpha-globin cluster becomes significantly decompacted in differentiated erythroid cells, and depleted in CTCF binding and CTCF-anchored chromatin loops, while the sub-TAD harboring alpha-globin gene cluster and the upstream major regulatory element (MRE) becomes highly enriched with chromatin interactions as compared to lymphoid and proliferating erythroid cells. The alpha-globin gene domain and the neighboring loci reside within the A-like chromatin compartment in both lymphoid and erythroid cells and become further segregated from the upstream gene desert upon terminal erythroid differentiation.

**Conclusions:**

Our findings demonstrate that the effects of tissue-specific transcription activation are not restricted to the host genomic locus but affect the overall chromatin structure and transcriptional output of the encompassing topologically associating domain.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-017-0142-4) contains supplementary material, which is available to authorized users.

## Background

In mammals, tissue-specific genes are often located within permanently active chromosome regions, which are enriched with genes ubiquitously transcribed in various cell types. The current paradigm suggests that tissue-specific transcriptional regulation within complex genome environment depends on a specific spatial organization of the interphase chromatin [1–3]. Non-random long-range contacts between remote regulatory sequences and promoters in mammalian genomes are often anchored by CTCF/cohesin-mediated chromatin loops [4] and preferentially occur within the same topologically associating domain (TAD) [5, 6]. TAD boundaries were found to be important for preventing abnormal enhancer–promoter communication [7, 8] and, consequently, delimiting zones of “licensed” enhancer influence, or regulatory domains [9].

The alpha-globin gene domain (AgGD) is defined here as a cluster of α-globin genes along with the remote regulatory elements. The AgGDs of warm-blooded vertebrates represent a canonical and arguably the most comprehensively studied example of a genomic locus where an array of tissue-specific (erythroid) genes is located within an extended cluster of housekeeping genes [10, 11]. The structure of AgGD is highly conserved among homeotherms. The domain comprises several alpha-globin genes transcribed in erythroid cells in a developmental stage-specific manner, and several enhancers whose exact number may vary slightly in different taxa [11]. A relatively long genomic region upstream of AgGD is syntenic in vertebrates [12]. The major regulatory element (MRE) of the AgGD, a strong and evolutionary conserved erythroid-specific enhancer [13, 14], is obligatorily located within an intron of the gene *NPRL3* residing immediately upstream of the alpha-globin cluster. Although the AgGD is located in a permanently open (DNAse I-sensitive) highly acetylated chromatin in all cell types [15], full activation of the alpha-globin transcription in differentiated erythroid cells is accompanied by further histone hyperacetylation [16, 17] and reconfiguration of the local chromatin spatial structure within the domain. In these cells, MRE interacts with the adult alpha-globin gene promoters via direct looping, and this interaction is a prerequisite for proper development stage-specific expression of the adult alpha-globin genes [18, 19].

Previous studies have revealed that full activation of the AgGD in erythroid cells of different origin also has certain distant effects on surrounding transcription and chromatin structure. In primary human erythroid cells, the active status of the alpha-globin genes correlates with upregulation of the nearby *NPRL3* gene and the distant non-related gene *NME4*, located 220 Kb away, which is activated via spatial interaction with the MRE [20]. In the human malignant erythroid cell line K562, as compared to lymphoid cells, transcription of the alpha-globin genes correlates with the decompaction of a 500-Kb chromosomal segment harboring the alpha-globin gene cluster, based on 5C data and polymer simulations [21]. In mouse primary erythroid cells, active alpha-globin genes may be recruited to a transcription factory formed by promoters of housekeeping genes located up to 70 Kb away [22]. Thus, it appears that the activation of globin genes and the assembly of the alpha-globin active chromatin hub occur simultaneously with the modification of the spatial structure of a genomic region at least several hundred kilobases in size.

Here, to get a systematic view on the effects of high-output AgGD activation on neighboring gene loci and chromatin structure, we studied a 2.7 Mb-region of chicken chromosome 14 harboring AgGD, 35 non-globin (predominantly housekeeping) genes, and a gene desert. We performed total rRNA-depleted transcriptome profiling to capture both genic and intergenic transcription, and applied high-resolution 3C, a new variant of Capture Hi-C (Chromatin TArget Ligation Enrichment, C-TALE), and large-scale 5C approaches coupled with a high-throughput analysis of CTCF binding to probe the spatial organization of the genome at the levels of CTCF-anchored loops, TADs, and compartments. We have found that transcription outburst of the alpha-globin genes in terminally differentiated erythroblasts is accompanied by (i) a substantial increase in the level of transcription of several adjacent housekeeping genes and intergenic regions, (ii) dramatic compaction of the encompassing sub-TAD amid the chromatin decompaction and massive attenuation of CTCF binding within the extended chromosome vicinity, and (iii) large-scale changes in the chromatin interaction profile at the level of chromatin compartments including segregation of AgGD from the transcriptionally silent gene desert. Our results suggest that activation of tissue-specific transcription may considerably affect adjacent non-related genes and chromatin folding of a large chromosomal segment. The opposite scenario where reconfiguration of an extended genomic domain enables remodeling of the local chromatin structure within AgGD also cannot be ruled out.

## Results

### Full activation of the alpha-globin gene expression is accompanied by the emergence of abundant intergenic transcription and upregulation of nearby non-globin genes

We used three cell types—cultured lymphoid DT40 cells, which are not expressing globins, and cultured erythroid HD3 cells that were either proliferating (committed to globin expression) or differentiated (actively expressing globins). To precisely track changes in the transcriptional profile during terminal erythroid differentiation, we performed sequencing of total rRNA-depleted transcriptomes of these cell types. 

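Total RNA without rRNA was sequenced from 2 libraries each of the chicken lymphoid line DT40, of proliferating cells of the chicken erythroblast line HD3 (HD3pr) and of differentiated HD3 cells (HD3dif). HD3dif cells had been incubated with 20 µM iso-H-7 and 10 mM HEPES at 42 °C, for 14 h according to the sample labels. The authors aligned the reads to the galGal4 genome and deposited, for each library, the read count of 17108 Ensembl genes and the read coverage of each base. The reads on genes were 28726204 and 33433279 in DT40, 30576844 and 29784807 in HD3pr, and 20100063 and 24054973 in HD3dif. Reads that the authors' counting set apart as having no gene feature, which can include reads in introns or on the opposite strand, made up 27.8 ± 1.29% of all reads in DT40, 33.7 ± 0.52% in HD3pr and 46.3 ± 0.50% in HD3dif (mean ± SD, n = 2). The counts of replicates differed more than sampling of reads alone would give (chi-square per gene 13.5 in DT40, 4.39 in HD3pr and 8.33 in HD3dif, against about 1), so the libraries were kept as separate replicates. The 10898 genes with a CPM (counts per 1e+06 reads) above 1 in at least 2 of the 6 libraries were fitted in 1 model per gene with the quasi-likelihood test of edgeR and TMM library factors. This filter used plain totals of gene reads. All other CPM given here, apart from those of Table S1, were scaled with the TMM factors. A gene counted as higher or lower where its log2 fold change was beyond 0.6 and its Benjamini-Hochberg (BH) adjusted p below 1e-07, the limits that the paper names. These choices, the blocks compared in the other assays and most alternatives to them were written down before the data were examined. On simulated counts in which 200 genes were changed, 65.5% of 2-fold and 90% of 4-fold changes were called. The files name genes only by Ensembl identifier. Of the 35 genes in Table S1, 27 were paired with an identifier: the CPM that Table S1 lists were turned into counts with a total fitted for each replicate-1 library so that they came closest to whole reads (0.00822%, 0.0197% and 0.216% above all reads in the DT40, HD3pr and HD3dif files, reads without a gene included), and these counts had to match those of a single identifier within 0.5 read plus 5e-05 of the count. With the counts of each library shuffled over the identifiers 100 times, 0 genes were paired. HBA1, CDIP1, MRPL28 and Rbak matched no identifier, and a further 4 genes had too few reads or more than 1 match, so none of these is analysed here. The library kit kept the strand, but the paper does not say whether the counting used it, so counts of overlapping genes on opposite strands are uncertain, as are counts of alpha-globin genes that share sequence.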

Of note, although chicken erythroblasts are extensively used for studies of the genome biology and function [23–26], a whole-transcriptome analysis and comparison with lymphoblasts and between the differentiation stages, to our knowledge, has not been reported previously.

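Between single libraries of 2 cell types, the mean distance over the 500 most different genes was 8.58 for HD3pr and DT40, 8.62 for HD3dif and DT40, and 3.69 for HD3dif and HD3pr (root mean square of log2 CPM differences, prior count 2, 4 pairs of libraries each), against 1.09 to 1.13 between replicates. Mean Pearson correlations of log2 CPM over the same 4 pairs of libraries were 0.682, 0.604 and 0.925 for these comparisons in the same order, and 0.994 to 0.996 between replicates. Genes are not independent replicates, so no p-value is given. By edgeR (quasi-likelihood), 2508 genes were higher and 1999 lower in HD3pr than in DT40, 2973 higher and 2958 lower in HD3dif than in DT40, and 1306 higher and 2030 lower in HD3dif than in HD3pr. Without HD3dif replicate 2, the count for HD3dif against HD3pr fell most, from 3336 to 2022 genes, of which 2004 were also called with all libraries. With library totals in place of TMM factors, the median change of all genes between HD3dif and HD3pr moved from 0.03 to 0.28 (log2), and 58.5% of the changed genes were higher in HD3dif rather than 39.1%. Among genes past both limits with a mean CPM of at least 10 over the 6 libraries and with reads in both HD3pr libraries, the largest rises in HD3dif were 6.79 (standard error, SE, 0.096; edgeR quasi-likelihood BH adjusted p = 2.6e-21; 313 ± 0.23 against 2.83 ± 0.36 CPM) for ENSGALG00000003594 and 6.43 (SE 0.139, adjusted p = 3.1e-18) for ENSGALG00000010101 on the log2 scale. The largest falls were −4.57 (SE 0.057, adjusted p = 5.9e-22, edgeR quasi-likelihood with BH) for ENSGALG00000007704 and −4.40 (SE 0.257, adjusted p = 3.5e-12) for ENSGALG00000009758. The files pair these identifiers with no gene name.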

We performed cluster analysis, differential expression analysis and gene ontology annotation, and expectedly found that genome-wide differences in the transcriptional profile are more pronounced between HD3 and DT40 cells than between proliferating and differentiated HD3 cells (Fig. 1a; Additional file 1: Figure S1, panels a, b and c). The differential expression analysis reveals the upregulation (logFC > −0.6, FDR < 10^−7^) of numerous erythroid genes in differentiated HD3 cells (Fig. 1a), including genes encoding transcription factors (*KLF1*, *GATA2*, *SCL*, *LMO2*, *NF*-*E2* and *FOG1*), enzymes involved in heme synthesis (mitochondrial ferrochelatase [*FECH*] and coproporphyrinogen oxidase [*CPOX*]) and cell surface markers (transferrin receptor [*TFRC*]). Gene ontology annotation reveals that the differentiation of HD3 cells is accompanied by a significant decrease in the expression of metabolism-related genes (*P* < 10^−18^, Additional file 1: Figure S1d), indicating total repression of cellular biosynthetic processes, which recapitulates the normal erythrocyte maturation [27].

**Fig. 1:**
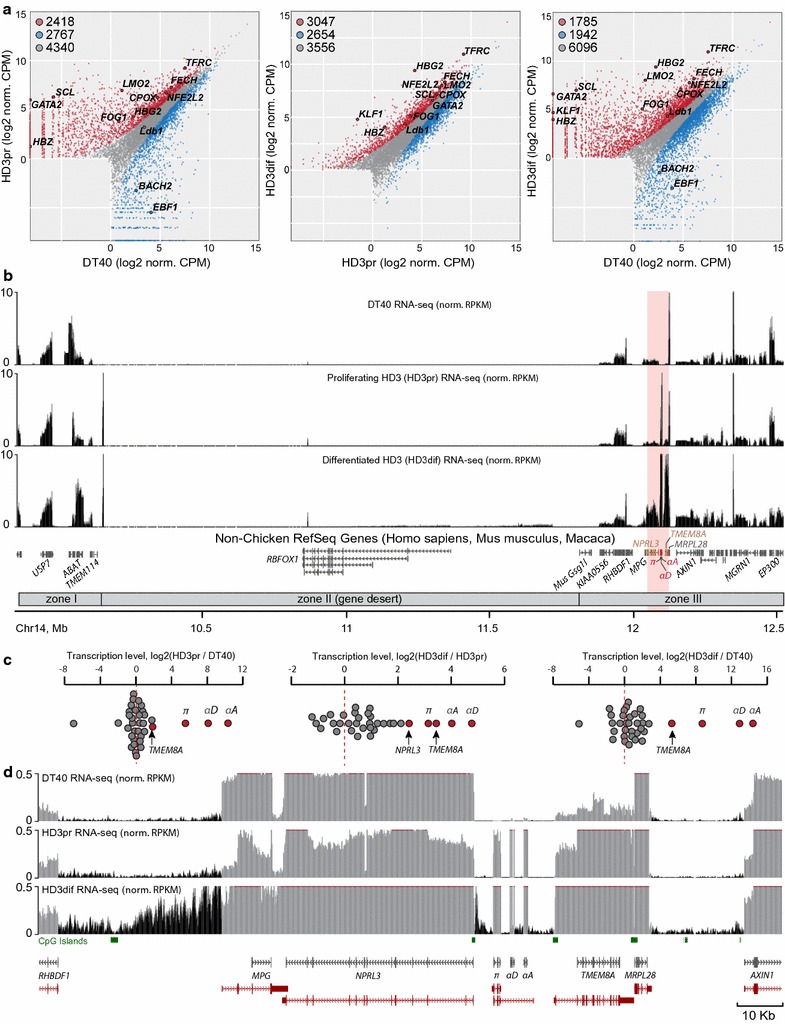
Analysis of transcriptomes of the studied cell types. **a** Genome-wide variation of gene expression in the studied cell types (proliferating and differentiated HD3 cells are designated by HD3pr and HD3dif, respectively). Numbers of upregulated, downregulated, and ubiquitously transcribed genes for each pair of the cell types are shown at the *upper left corner* of the plots. The following genes are highlighted in the plots: (1) erythroid transcription factors *GATA2*, *SCL* (*Tal1*), *FOG1*, *LMO2*, *NF*-*E2*, *Ldb1* and *KLF1* (*EKLF*); (2) enzymes involved in heme synthesis including *FECH* and *CPOX*; (3) transferrin receptor (*TFRC)*; and (4) the alpha-globin gene *π* (*HBZ)* and beta-globin gene (*HBG2)*. *BACH2* and *EBF1* are lymphoid transcription factors. **b** Normalized profiles of total rRNA-depleted RNA-seq within the studied region. The functional AgGD from the 3′-end of the *NPRL3* gene to the 3′-end of the *TMEM8A* gene is highlighted in *pink*. Alpha-globin genes are highlighted in *red*, and non-globin genes located within the AgGD are highlighted in *brown*. **c** Transcription level changes between cell types for all genes within the studied region. **d** The RNA-seq profile of the AgGD and closest neighbors. Intergenic transcription profiles are highlighted in *black*, and genic transcription profiles are highlighted in *gray*. Positions of genes from the Ensembl database are highlighted in *red*

The studied genomic region harbors two gene-rich, highly transcribed zones (5′-terminal zone I and 3′-terminal zone III containing AgGD) separated by a 1.6-Mb gene desert (zone II) containing a predicted homologue of the human gene *RBFOX1* (Fig. 1b). 

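RNA coverage was summed over the parts of the region on chromosome 14 (galGal4) and given per base and per 1e+09 covered bases of the library (mean ± SD, n = 2; no test). Zone I (300.0 kb from 9800001) had 2.19 ± 0.0658 in DT40, 1.76 ± 0.0323 in HD3pr and 2.69 ± 0.00778 in HD3dif. Zone III was taken here without its poorly transcribed 5′ segment, which the paper places in the B-like compartment. Zone III so taken (540.0 kb from 11990001) had 1.64 ± 0.00810, 1.77 ± 0.00589 and 3.78 ± 0.0515. The gene desert (1650.0 kb from 10130001) had 0.00468 ± 0.000885, 0.0161 ± 0.00126 and 0.112 ± 0.00797. Coverage of zone I was thus 468, 109.2 and 24.0 times that of the gene desert in DT40, HD3pr and HD3dif, and coverage of zone III 351, 110 and 33.8 times. RBFOX1 had 9 and 4 reads in the HD3pr libraries and 53 and 55 in the HD3dif libraries. The deposited coverage does not state whether the gap of a spliced read counts as covered. Scaling by TMM-adjusted totals of the gene counts, an alternative chosen after seeing the data, lowered the fold of HD3dif over HD3pr most, in zone III from 2.14 (2.11 to 2.16 over library pairs) to 1.85.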

In differentiated HD3 cells, about 50% of genes in the entire studied region display higher expression as compared to DT40 and proliferating HD3 cells (logFC > 0.6, FDR < 10^−7^; Fig. 1; see normalized RNA-seq profiles in panel [b]). 

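Of the 27 genes of Table S1 that could be paired with counts, 10 (37.0%) were higher in HD3dif than in HD3pr, 14 (51.9%) were higher than in DT40, and 8 (29.6%) were higher than in both (edgeR, both limits). Lower counts were called for 4 genes against HD3pr. With p adjusted over this list alone, 10 and 14 genes were higher. Table S1 lists genes by their position in the studied region. Its legend also names a CPM filter, and pairing needed enough reads. Both used these same samples, so the share is not fully independent of them. Leaving out either HD3pr library or either HD3dif library gave 6 genes higher than HD3pr rather than 10, with CARHSp1, USP7, LUC7L and KIAA0556 lost in each case, and 6 higher than both. Without the fold limit and at an adjusted p of 0.05, the largest shift, 17 genes were higher than both.

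**Figure D1:**
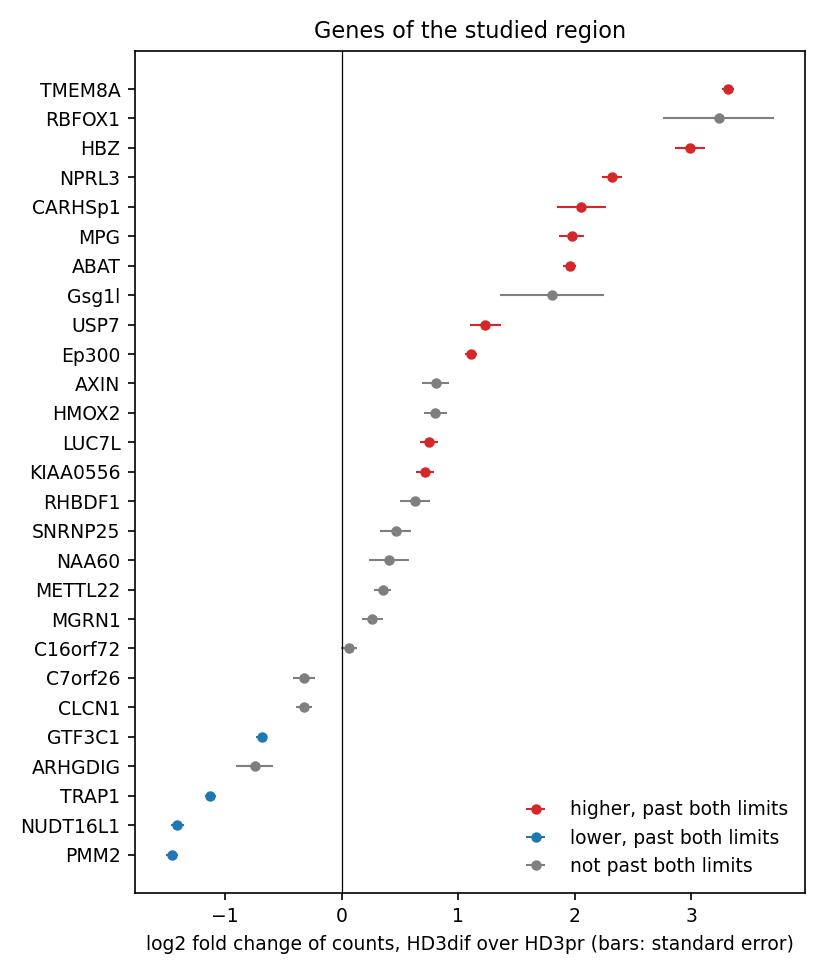
Log2 fold change of HD3dif over HD3pr for the 27 genes of the region (points, edgeR estimate; bars, SE; 2 libraries per cell type). Red, higher past both limits; blue, lower past both limits; grey, not past both limits.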

Importantly, non-globin genes, *NPRL3* and *TMEM8A*, located within the AgGD and involved in the formation of the alpha-globin active chromatin microcompartment (or active chromatin hub, ACH) [26, 28], show the highest degree of upregulation among non-globin genes in differentiated HD3 cells (5.4-fold and 10.8-fold, respectively; Fig. 1c; Additional file 2: Table S1).

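TMEM8A had 87.98 ± 0.33 CPM in HD3pr and 877 ± 30.5 in HD3dif (mean ± SD, n = 2; DT40 10.9 ± 0.32), a log2 fold change of 3.32 (SE 0.048, 9.97-fold; edgeR quasi-likelihood, BH adjusted p = 3.4e-21). NPRL3 had 16.9 ± 0.0022 and 84.6 ± 3.01 CPM (DT40 18.3 ± 2.63), a log2 fold change of 2.32 (SE 0.089, 5.00-fold; edgeR quasi-likelihood, BH adjusted p = 4.0e-15). Among the 27 genes of the region TMEM8A ranked 1 and NPRL3 4 by fold change, and among all tested genes 428 and 888. Ranks 2 and 3 were RBFOX1 at 3.24 (SE 0.477, BH adjusted p = 3.8e-06, edgeR quasi-likelihood), not past the limit on p and from few reads, and the globin gene HBZ at 2.99 (SE 0.126, adjusted p = 5.6e-14; 5.66 ± 1.10 CPM in HD3pr, 45.1 ± 0.67 in HD3dif, listed at 0 in DT40). Next came CARHSp1 at 2.06, MPG at 1.98 (SE 0.110) and ABAT at 1.96 (SE 0.056). Over 16 settings TMEM8A stayed between 3.26 and 3.57 and NPRL3 between 2.26 and 2.57.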

A remarkable feature of the transcriptome profile in the vicinity of AgGD is the presence of abundant intergenic transcription, especially in differentiated HD3 cells (Fig. 1d). The highest level of intergenic transcription is observed for regions between the *RHBDF1* promoter and the *MPG* promoter, and between *MRPL28* and *AXIN1* genes, i.e., within immediate neighborhoods of the AgGD. Within the alpha-globin gene cluster, intergenic transcription is detected exclusively in differentiated HD3 cells. In these cells, previous studies using RT-PCR and Northern blotting have demonstrated the presence of the so-called alpha-globin full-domain transcript, a long noncoding RNA presumably covering the region from its promoter within the *NPRL3* gene to the 3′-enhancer of AgGD [29–31]. Indeed, our RNA-seq data reveal the presence of low-level intergenic transcription from the *NPRL3* promoter to the *HBZ* (*π*) gene, and between *HBAD* (*α* ^*D*^) and *HBAA* (*α* ^*A*^) genes (Fig. 1d) in differentiated HD3 cells. Furthermore, in these cells, intergenic transcription is readily detectable between the 3′-enhancer of AgGD and the *TMEM8A* promoter. Systematic analysis reveals that transcription level within intergenic regions is substantially increased in differentiated HD3 cells genome-wide (Additional file 1: Figure S1e), the six intergenic regions from an immediate vicinity of AgGD being among the top 5% most upregulated.

Taken together, our data reveal general transcriptional upregulation and the presence of abundant intergenic transcription within and around AgGD in differentiated HD3 cells.

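Genes higher in HD3dif than in both other cell types made up 9.06% of all tested genes (987) and 29.6% of the region's paired genes. Against HD3pr alone these shares were 12.0% and 37.0%, and against DT40 alone 27.3% and 51.9%. The shares against HD3pr depend on the scaling. With library totals in place of TMM factors, the genes higher than in HD3pr went from 1306 to 1968 of all tested genes. Among the paired genes they went from 10 to 12. Both comparisons use the same HD3dif libraries, so calls against both share chance values: in 20 simulated sets with unchanged groups, their fold changes correlated at a mean of 0.522 (0.238 as observed), and at most 0 genes were called higher in both. Coverage of AgGD (90 kb from 12050001) was 1.33 ± 0.129 in DT40, 1.58 ± 0.0116 in HD3pr and 10.3 ± 0.453 in HD3dif, a 6.53-fold rise from HD3pr (6.29 to 6.77 over library pairs, no test). From the genes raised along the region and from RNA-seq signal between genes around AgGD, the paper concludes that transcription rose generally and included abundant intergenic transcripts. An annotation that would separate genes from intergenic bases was not used here.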

### AgGD is located within A-like chromatin compartment in both lymphoid and erythroid cells, and is further spatially segregated from the gene desert upon erythroid differentiation

Transcription regulation and changes in chromatin epigenetic state upon erythroid differentiation were extensively studied in warm-blooded vertebrate alpha-globin gene domains [10, 11, 32–35]. However, large-scale spatial chromatin structure was precisely examined only in human AgGD [21]. Here, we performed 5C analysis of an extended region of the chicken chromosome 14 that harbors the AgGD. 

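5C was carried out on 2 samples each of DT40, HD3pr and HD3dif. The paper gives 2% formaldehyde for the fixation and the sample labels give 1%. The authors deposited read counts for each pair of a forward and a reverse primer. Reads on named primers were 5325397 and 5106079 in DT40, 5441780 and 5971923 in HD3pr, and 5369181 and 6740556 in HD3dif, with a median of 216 to 281 reads per primer pair. The names of the 2 primer axes were exchanged before use, a choice made after seeing the data: with the axes as named, the strongest contact of a primer lay a median 69278 to 74431 bp away, and with the names exchanged 9902 to 10562 bp away. The Spearman correlation of count with distance separates the readings little (−0.488 to −0.475 as named, −0.501 to −0.489 exchanged, and −0.505 to −0.493 exchanged with a shift of 1 column, where the strongest contact lay 25553 to 31422 bp away). Counts were scaled to a common total and averaged over the primer pairs of each pair of 30-kb bins. There were 91 bins from 9.8 Mb of chromosome 14 (86 bins hold primers). The maps were then corrected iteratively in each replicate. Smoothing by the median of neighbouring bin pairs, as in the paper, was used for TADs, the relation to transcription and the paper's own test. Blocks of bin pairs were compared between cell types with limma's fry test, which has the 2 replicates as its unit, on log2 contacts of the 2868 bin pairs above 0 in all 6 maps (2-sided, BH adjusted over 8 tests). Equal weights for the bin pairs were chosen after seeing the data. On 100 simulated maps, unchanged blocks had an unadjusted fry p below 0.05 in 3% to 5%. A change of −0.5 (log2) was found in 45% to 58%, or 98% for the largest block. Bin pairs varied independently in these maps. In the data, the mean log2 contact of zone I with zone III was 6.05 and 6.66 in the 2 HD3dif maps. That of AgGD with the gene desert was 5.61 and 5.53. Some whole blocks thus shift between replicates, and the simulated rates need not hold for these data or for adjusted p.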

The experiments were conducted in two biological replicates for each cell type as described previously [36] with minor modifications (see “Methods” and Additional file 3: Figure S2). 

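The deposited tables hold 95 forward and 95 reverse primers, whose starts run from 9802831 to 12474464 on chromosome 14 with a mean spacing of 14.1 kb. Of the 9025 pairs of a forward with a reverse primer, 8985 had reads in at least 1 of the 6 libraries.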

A total of 93 forward primers and 92 reverse primers were used (on average, one primer per 14.5 Kb, Additional file 4: Table S2), and 8556 unique pairwise chromatin interactions were detected within the selected area. The raw 5C data were binned at a 30 Kb resolution, iteratively corrected, and smoothed (see “Methods”).

The 5C heatmaps show non-uniform chromatin compaction along the studied genomic region. A preliminary visual inspection of the heatmaps reveals that the major part of zone III harboring the AgGD interacts more intensively with zone I than with the gene desert (Fig. 2a; Additional file 5: Figure S3a). In mammals, active and repressed genomic regions are spatially segregated into two compartments, namely compartment A containing active genes, and compartment B harboring silent genes and gene deserts [37, 38]. Using principal component analysis [37], we annotated two compartment borders within the studied region (Fig. 2a, see “Methods”). 

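The first principal component of the merged, corrected, unsmoothed maps was set against the partition of the paper (bins 1 to 11 and 73 to 91 on one side). The share of bins on the matching side was 53.5% in DT40, 94.2% in HD3pr and 88.4% in HD3dif, and the component held 14.0%, 14.7% and 13.4% of the variance. Its sign changed 53, 7 and 17 times along the bins. The pair of borders that fitted best lay after bins 17 and 65 in DT40, 6 and 71 in HD3pr, and 6 and 72 in HD3dif. With smoothed maps the share was 100% in DT40 and 96.5% in HD3pr and HD3dif, and without iterative correction it was 67.4% in DT40 and HD3pr and 68.6% in HD3dif. Without correction the component had 0 sign changes in DT40 and HD3pr, so their 67.4% shows no partition. In HD3dif it had 2 sign changes.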

Remarkably, the first compartment border is located exactly at the border between the highly transcribed gene-reach zone I and the gene desert, and coincides with the right boundary of the 5′-terminal TAD (genomic bin #11; see the next section for the description of TAD annotation). The second compartment border occurs at the genomic bin #73 approximately 60 Kb upstream of AgGD. To validate this observation, we constructed a plot featuring the average interaction profile of bins #74-91 located in zone III (a virtual “anchor”) with all bins located upstream of this region. Indeed, the anchor region interacts with zone I more frequently than with the gene desert in all three cell types (Fig. 2b). 

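Bins 74 to 91 (zone III) had a mean corrected contact of 145.3 ± 11.8 with zone I and 96.7 ± 0.175 with the gene desert in DT40, 150.99 ± 18.8 and 91.4 ± 0.827 in HD3pr, and 164 ± 5.00 and 101 ± 5.52 in HD3dif (mean ± SD, n = 2 maps; no test). The ratio was 1.50 ± 0.125, 1.65 ± 0.221 and 1.63 ± 0.138. Extending the gene desert to bins 12 to 72 moved the ratio most in DT40, to 1.23, and leaving out the iterative correction moved it most in HD3pr and HD3dif, to 1.26 and 1.21.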

Notably, a high interaction frequency between the gene-dense zones of the studied region and their spatial separation from the gene desert is supported by our previously published results of 4C experiments with an anchor primer placed at the *NPRL3* promoter [39] (Additional file 5: Figure S3b). Taken together, these observations indicate that the studied region is partitioned into two chromatin compartments in both lymphoid and erythroid cells. The first compartment (negative values of the first principal component, Fig. 2a) consists of the zone I and the larger part of the zone III, which are gene-dense, contain many actively transcribed genes and intergenic regions, and are enriched with CpG-islands. We classified this compartment as A-like. The second compartment (positive values of the first principal component, Fig. 2a) is depleted in CpG-islands, and includes the gene desert and the poorly transcribed 5′-segment of the zone III, and thus may be considered as B-like.

**Fig. 2:**
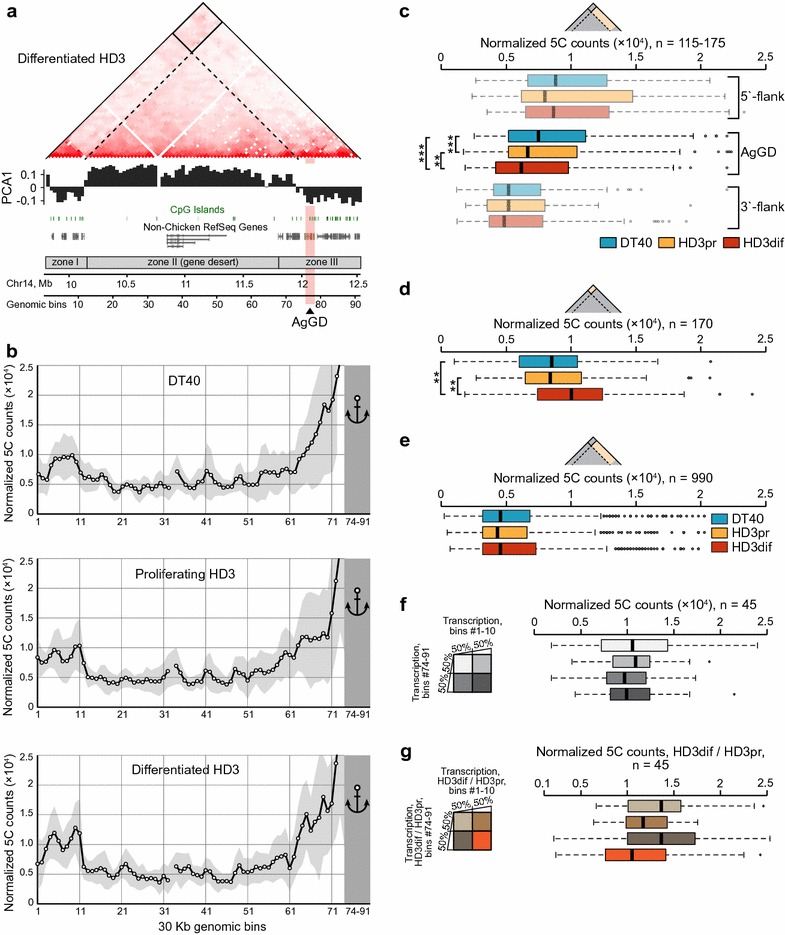
Analysis of A/B-like chromatin compartment structure of the studied genomic region. **a** Heatmap of the differentiated HD3 cells demonstrating an increased interaction frequency between gene-rich zones I and III. A-like and B-like chromatin compartments are outlined using *black rectangle* and *black stipple triangle*, respectively. The first principal component value is shown *below the heatmap*. Structural zones I (5′-terminal gene-rich area), II (gene desert), and III (3′-terminal gene-rich area) were selected manually based on the density of CpG-islands and annotated genes. **b** The averaged interaction profiles of 18 genomic bins #74-91 from zone III (virtual “anchor”) with all bins from the remaining part of the studied region. *Circles* show average values of 5C counts between genomic bins #74-91 with each of the other bins in the studied region; standard deviation is shown. **c** 5C counts corresponding to interactions of the AgGD and flanking regions from the TAD T3 with the gene desert. *Thick black lines* represent median values. *Two asterisks* represent a significant difference with a *P*-value <0.01 calculated using a one-tailed Wilcoxon’s signed-rank test. *Three asterisks* represent a significant difference with a *P*-value <0.001. The same notations are in panels (**d**) and (**e**). **d** The distributions of 5C counts within the A-like chromatin compartment. **e** 5C counts between genomic bins #74-91 and the remaining part of zone III and the gene desert. **f** 5C counts between four groups of bins from zones I and III (differentiated HD3 cells); bins were divided into groups according to their transcription level. **g** 5C counts between four groups of bins from zones I and III; bins were divided into groups according to their degree of the transcription level increase in the HD3dif cells as compared to the HD3pr cells

Being located within the zone III, the AgGD belongs to the A-like chromatin compartment in both lymphoid and erythroid cells. To find out whether full activation of the AgGD affects its interaction frequency with the transcriptionally silent gene desert, we compared interaction frequency of the gene desert with the AgGD and with two control 60 Kb regions flanking the AgGD. 

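RNA coverage rose from 0.319 ± 0.00666 in HD3pr to 1.32 ± 0.137 in HD3dif in the 5′ flank (4.14-fold, 3.78 to 4.51 over library pairs) and from 1.76 ± 0.142 to 3.56 ± 0.619 in the 3′ flank (2.03-fold, 1.68 to 2.41; per base and 1e+09 covered bases, SD, n = 2). The mean corrected contact of AgGD with the gene desert, over 153 bin pairs, was 85.3 ± 1.24 in HD3pr and 79.4 ± 9.97 in HD3dif. That of the 5′ flank was 140.5 ± 16.6 and 166 ± 27.6 (101 bin pairs), and that of the 3′ flank 96.7 ± 4.38 and 96.5 ± 2.52 (98 bin pairs). Over the bin pairs above 0 in every map, the mean log2 ratio of HD3dif over HD3pr was 0.13 for AgGD (87 bin pairs, limma fry, BH adjusted p = 0.398), 0.16 for the 5′ flank (adjusted p = 0.565) and −0.15 for the 3′ flank (adjusted p = 0.419). For AgGD the ratio was above 0 in all 4 pairs of libraries, while the median bin pair was at −0.05 and 52.9% of bin pairs were lower, so the direction depends on the summary used. The paper's 1-sided signed-rank test, run here over the bin pairs of the merged and smoothed maps, gave p = 0.00068 for lower contact of AgGD (n = 153 bin pairs, 61.4% lower), 0.986 for the 5′ flank and 0.198 for the 3′ flank. Its unit is the bin pair, although bin pairs are not independent replicates. With bins starting 10 kb earlier, an alternative chosen after seeing the data, the AgGD value was −0.34 (limma fry, BH adjusted p = 0.0330), and with AgGD taken as bins 75 to 78 it was 0.10 (adjusted p = 0.0124).

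**Figure D2:**
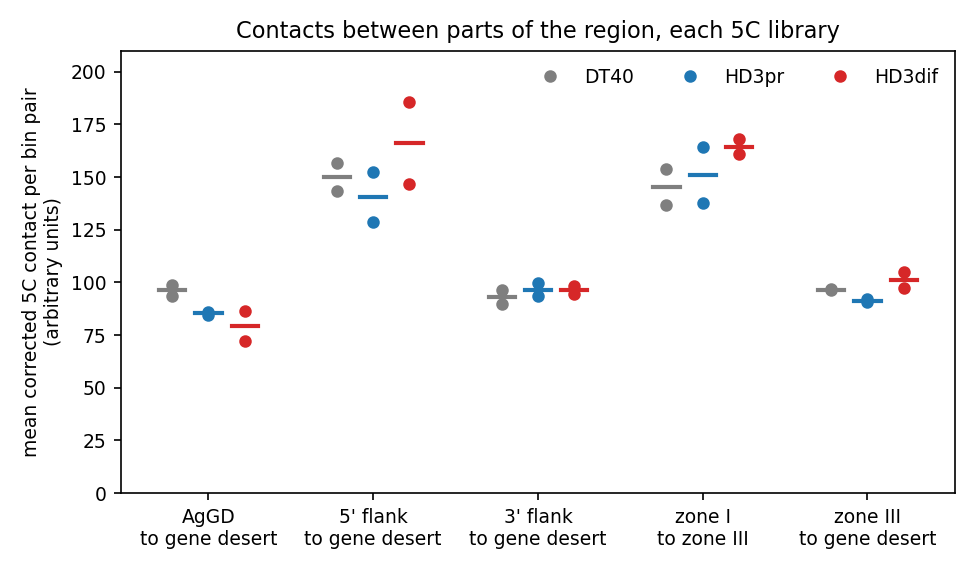
Mean corrected 5C contact per bin pair in 5 blocks (points, 1 per 5C library; bars, mean of 2 libraries) for DT40, HD3pr and HD3dif.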

Despite control regions being transcriptionally upregulated in differentiated HD3 cells along with globin genes (2.6- and 1.7-fold, respectively, as compared to proliferating cells), we observed a significant decrease in the interaction frequency with the gene desert exclusively for the AgGD (*P* < 0.01, one-tailed Wilcoxon’s signed-rank test, Fig. 2c). Thus, transcription activation leads to further segregation of the AgGD from the gene desert.

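Against DT40, the contact of AgGD with the gene desert was lower in HD3dif: 79.4 ± 9.97 against 96.2 ± 3.72 (mean ± SD, n = 2), a mean log2 ratio of −0.64, lower in 4 of 4 pairs of libraries (limma fry, BH adjusted p = 0.0286). The paper's signed-rank test gave p = 4.1e-05 (n = 153 bin pairs). Leaving out any 1 of the 6 libraries kept the direction and raised the adjusted p, from 0.0606 without HD3dif replicate 1 and 0.0847 without DT40 replicate 2 to 0.115 without HD3dif replicate 2, 0.127 without either HD3pr replicate and 0.132 without DT40 replicate 1. With all libraries, the adjusted p was above 0.05 with the replicate block (0.140) and with smoothed maps (0.223). It was also above 0.05 with posterior SD weights (0.193), zeros kept (0.0859) or primer names as labelled (0.169). Those settings were chosen after seeing the data, as were the equal weights used here. The adjusted p stayed below 0.05 without iterative correction (0.0160), as observed over expected (0.0155) and with the gene desert as bins 12 to 72 (0.00997). The same held with AgGD as bins 75 to 78 (3.6e-04) and with edgeR over primer pairs (0.0192). With bins starting 10 kb earlier, chosen after seeing the data, it was 0.0117. Over the bin pairs above 0 in every map, mean log2 contact was 6.28 and 6.14 in DT40. It was 5.39 and 5.48 in HD3pr and 5.61 and 5.53 in HD3dif. On this measure contact was already lower in HD3pr, before induction, so the difference to DT40 is not specific to HD3dif. Over all 153 bin pairs the HD3pr mean was 85.3. HD3pr was not tested against DT40. Since AgGD but neither flank lost contact with the gene desert in its test, while transcription rose in all of them, the paper concludes that activation of transcription segregates the domain further.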

Upregulation of transcription in zones I and III in differentiated HD3 cells is accompanied by a significant increase in interaction frequency between these two zones belonging to A-compartment (*P* < 0.01, one-tailed Wilcoxon’s signed-rank test, Fig. 2d). 

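The contact of zone I with zone III over 167 bin pairs of corrected 5C maps was 150.99 ± 18.8 in HD3pr and 164 ± 5.00 in HD3dif (SD, n = 2). Over the bin pairs above 0 in every map, the mean log2 ratio was −0.11 (limma fry, BH adjusted p = 0.715), above 0 in 2 of 4 pairs of libraries, and the median bin pair was at 0.10. It was 0.19 without HD3dif replicate 1, 0.04 without HD3pr replicate 1 and −0.42 without HD3dif replicate 2. The paper's signed-rank test for an increase gave p = 0.0369 against HD3pr and 0.197 against DT40 (n = 167 bin pairs). Relative to DT40 the mean log2 ratio was −0.30 (limma fry, BH adjusted p = 0.490).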

Importantly, this fact cannot be explained by the general chromatin compaction during erythroid cell maturation, as the interaction frequency between the zone III and the gene desert is not increased (Fig. 2e). 

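The contact of zone III with the gene desert over 854 bin pairs was 91.4 ± 0.827 in HD3pr and 101 ± 5.52 in HD3dif (SD, n = 2). The mean log2 ratio over 479 bin pairs was 0.10, above 0 in 4 of 4 pairs of libraries (limma fry, BH adjusted p = 0.398), and 0.17 without HD3dif replicate 1 (adjusted p = 0.0433). Against DT40 it was −0.29 (limma fry, BH adjusted p = 0.0646, below 0 in 4 of 4 pairs of libraries), and without either HD3dif replicate −0.36 (replicate 2, adjusted p = 0.0190) and −0.22 (replicate 1, 0.0433). The paper's signed-rank test for an increase, run here, gave p = 8.2e-05 against HD3pr and 0.437 against DT40 (n = 854 bin pairs, gene desert as bins 12 to 66). The legend of its Fig. 2e also takes in the rest of zone III. With bins 12 to 73, chosen after seeing the data, the paper's signed-rank test gave p = 1.9e-10 and 0.194 (n = 963 bin pairs). From an increase between the zones without one towards the gene desert, the paper reasons that general compaction does not explain the former.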

Based on these observations, one may propose that the internal structure of the A-like compartment is affected by the transcription level of the encompassed genes. However, analyzing pairwise interactions of the genomic bins within A-like compartment, we did not find any dependency of the interaction frequency on the level of transcription within the bins (see data for the differentiated HD3 cells in Fig. 2f). Moreover, we observe that the bins characterized by the highest increase of transcription upon HD3 differentiation and show the slightest (if any) increase in contact frequency with each other (orange boxplot in Fig. 2g). Consequently, augmentation of the contact frequency within the A-like compartment and increase in the transcription within zones I and III appear to be concomitant but not causatively related events during HD3 cell differentiation.

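Over 163 bin pairs of zone I (10 bins) with zone III (17 bins) in HD3dif, 5C contact in the merged and smoothed map and the summed log2 RNA coverage of the 2 bins correlated at a Spearman rho of 0.128 (p = 0.378 from 100000 permutations of bins within each zone, 2-sided). Bin pairs share bins and are not independent.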

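Across 160 bin pairs, the ratio of 5C contact in HD3dif over HD3pr and the change of RNA coverage correlated at rho −0.150 (permutation p = 0.183, 2-sided, BH adjusted p = 0.365 over 2 tests). The median contact ratio was 1.03 where the coverage rise of both bins was above the median of their zone (42 bin pairs) and 1.10 where both were below it (38 bin pairs). The Spearman correlation was −0.32 without HD3pr replicate 1 (permutation, adjusted p = 0.0182) and 0.16 without HD3dif replicate 1 (adjusted p = 0.267). Because contact rose between the zones but not with the transcription of the bins, the paper proposes that both changes coincide without a causal link.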

Finally, to visualize the overall 3D configuration of the studied region, we performed IMP polymer simulations [40]. The obtained 3D structures (Additional file 6: Figure S4) demonstrate that, in both lymphoid and erythroid cells, the studied region adopts a loop configuration allowing for juxtaposition of gene-rich zones I and III. Terminal differentiation of HD3 cells correlates with compression of the loop, resulting in an increase in interactions between these zones.

### Full activation of alpha-globin gene transcription triggers compaction of the encompassing sub-TAD

In all three cell types, self-interacting chromatin domains are clearly visible in the studied region (Fig. 3). To accurately annotate positions of TADs, we used a dynamic programming segmentation algorithm [41] implemented in the Lavaburst package (see “Methods”). 

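TAD boundaries were searched in the merged, corrected and smoothed maps with the Armatus score and dynamic programming, leaving out the bins without primers, a choice made after seeing the data. At gamma 0.15 there were 7 boundaries in DT40, 5 in HD3pr and 9 in HD3dif. Between gamma 0.08 and 0.3 the number ran from 6 to 7 in DT40, 5 to 7 in HD3pr and 8 to 11 in HD3dif.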

Partitioning of the studied region into TADs appears to be robust within a wide range of the parameter settings and largely conserved across the cell types (Additional file 7: Table S3; gamma-value 0.15 was used for the TAD boundary annotation in all cell types). Of note, our data provide the first evidence on the existence of TADs in the chicken interphase chromatin.

**Fig. 3:**
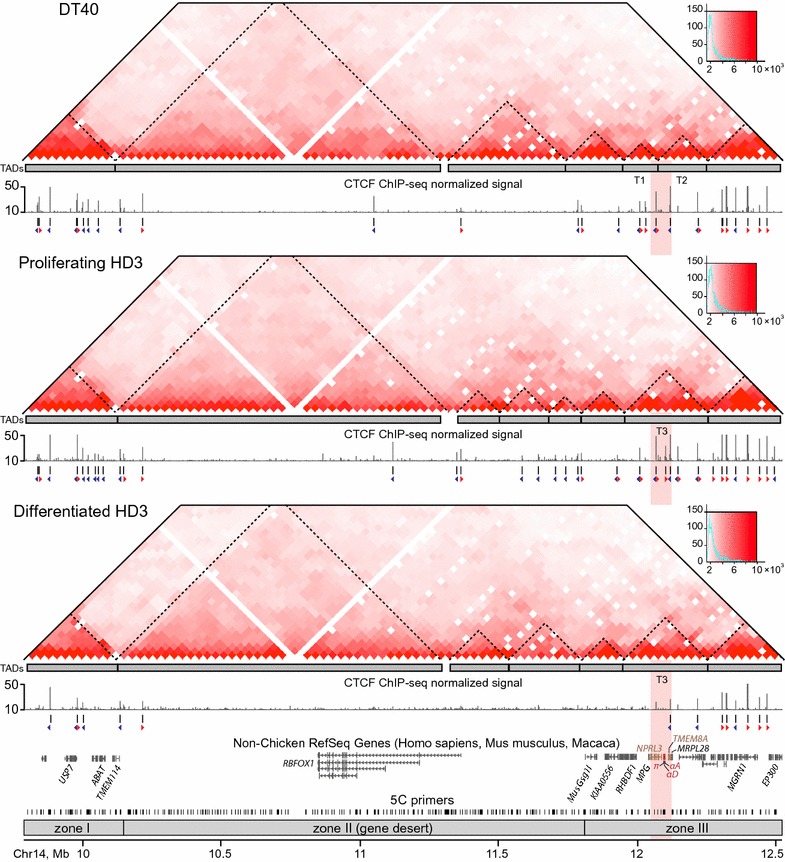
The studied genomic region is partitioned into TADs largely conserved between lymphoid and erythroid cells. The *heatmaps* show 5C data normalized by the total number of sequencing reads in the 5C dataset, binned at a 30 Kb resolution, iteratively corrected and smoothed. Histograms of the 5C counts are shown to the right of the heatmaps. *Gray rectangles below the heatmaps* show TADs that were annotated using the Lavaburst package. TADs T1 and T2 (recognized as fused into one domain T3 in erythroid cells) harbor the alpha-globin gene domain and flanking regions. The graphs demonstrating CTCF binding in the three cell types are based on previously published ChIP-seq data [39]. The direction of forward- and reverse-oriented CTCF binding motifs within the ChIP-seq peaks is shown below the ChIP-seq peaks using *red and blue tailless arrows*, respectively

The comparison of the TAD positions with the previously reported CTCF ChIP-seq profiles [39] demonstrates high occupancy of CTCF binding sites (CBSs) within TADs located in gene-rich zones I and III in DT40 and proliferating HD3 cells. Notably, most of annotated CBSs in the 5′-terminal TAD contain reverse CTCF binding motifs (reverse CBSs; blue tailless arrows in Fig. 3), the majority of CBSs in the 3′-terminal TAD contain forward motifs (forward CBSs; red tailless arrows in Fig. 3), whereas the area containing AgGD and flanks predominantly contains both forward and reverse CBSs which are always divergently oriented. Terminal differentiation of the HD3 cells is accompanied by a proliferation arrest and genome-wide depletion of CTCF binding [39]. Within the region of interest, there is an almost complete loss of CTCF ChIP-seq peaks within zone III and the gene desert. A partial loss of CTCF binding was observed inside the 3′- and 5′-terminal TADs (Fig. 3). 

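In the 5C maps, 4 of the 5 TAD boundaries of HD3pr (after bins 10, 12, 51, 72 and 83) lay within 1 bin of a boundary of HD3dif (80%), and 3 in the exact bin. At gamma 0.08 the number was 3 of 5, and at gamma 0.2 it was 6 of 6. Without HD3dif replicate 2 it was 2 of 5. With the primer names as labelled, an alternative chosen after seeing the data, 15 of 17 were found again, the largest number, while the lowest share was the 40% without HD3dif replicate 2.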

Surprisingly, the decrease in CTCF binding sites occupancy does not lead to dramatic changes in the TAD profile: twelve out of fourteen TAD boundaries identified in proliferating HD3 cells are present in the differentiated cells (Fig. 3; Additional file 7: Table S3). Thus, there should be a mechanism preserving TAD structure in post-mitotic cells even when the CTCF binding is abrogated or substantially depleted.

In lymphoid DT40 cells, the area containing the AgGD and several neighboring genes (from the *RHBDF1* to the *RGS9)* is partitioned into two TADs that are arbitrary designated as T1 and T2 (Fig. 3). 

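A boundary after bin 77 was found in DT40 at gamma 0.15 to 0.3. With bins starting 10 kb earlier, an alternative chosen after seeing the data, DT40 had a boundary inside bins 75 to 82 only at gamma 0.25 and 0.3. In HD3pr and HD3dif no boundary lay inside bins 75 to 82 at gamma 0.08 to 0.3. The contact of bins 74 to 76 with bins 77 to 82 over the contact within each of the 2 groups was 0.375 ± 0.00935 in DT40, 0.558 ± 0.0941 in HD3pr and 0.527 ± 0.0457 in HD3dif (mean ± SD, n = 2 maps; no test).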

In proliferating erythroid HD3 cells, the boundary between these TADs is not annotated. The self-interacting domains T1 and T2 appeared fused into a large loose TAD T3 (Fig. 3). To examine the TAD profile around AgGD more in details, we have developed and applied C-TALE (Chromatin TArget Ligation Enrichment)—a novel cost-effective derivative of the Capture Hi-C technique [42, 43] (Fig. 4a). 

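C-TALE was carried out on DT40, HD3pr and HD3dif fixed with 1% formaldehyde according to the sample labels. The authors deposited 1 map per cell type, merged from 2 samples, as read pairs between bins of 5 kb and as iteratively corrected contacts. No spread between replicates can therefore be given, and no p-value for a difference between cell types. The maps hold 669517 read pairs in DT40, 656172 in HD3pr and 390862 in HD3dif, of which 639572, 624863 and 368241 join different bins. The median bin pair has 27, 27 and 14 read pairs. In the corrected maps 16 bins are empty. Values come from the corrected maps, and the insulation score compares contacts across a bin border within a window of 10 bins. Confidence intervals (95%) cover counting error only, since each map merges its replicates. The paper states that possible PCR duplicates were removed.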

C-TALE procedure is based on the hybridization of a standard Hi-C library with biotin-labeled fragments of bacterial artificial chromosomes covering the locus of interest with subsequent biotin pull-down and deep sequencing of the trapped Hi-C junctions (see “Methods”, Additional file 8: Supplementary Methods and Additional file 9: Table S5). C-TALE maps for a 735-Kb region centered at the AgGD show that this region is partitioned into eight clearly defined contact domains (CD), and their positions are completely conserved among the three cell types examined (Fig. 4b). 

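In the corrected maps, the Armatus score at gamma 0.15 split the region into 3 domains in DT40, 3 in HD3pr and 4 in HD3dif. The paper refers to its 5C procedure for these maps. The numbers depend on gamma: at gamma 0.5 there were 6, 6 and 46 domains and at gamma 0.8 there were 8, 9 and 49. The insulation score had 6 minima in DT40, 7 in HD3pr and 7 in HD3dif, and 5 of those in HD3dif lay within 1 bin of a minimum in both other cell types.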

Importantly, the boundaries of T1 and T2 TADs perfectly align with the boundaries of C-TALE-identified CDs (Figs. 4b, 5c). At the same time, in contrast to relatively low-resolution 5C data, high-resolution C-TALE analysis does not reveal measurable fusion of T1 and T2 TADs in HD3 cells. 

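The minimum with the lowest mean score in the region around AgGD, taken here as the T1-T2 border, lay at 12065 kb. Its insulation score was −0.39 in DT40, −0.51 in HD3pr and −0.65 in HD3dif, at percentiles 9.85, 4.55 and 4.55 of all bin borders. In DT40 alone the minimum at 12125 kb was deeper (−0.52), and it lies nearer to the 5C boundary after bin 77, so the choice of border rests on the HD3 maps. In the maps before correction, the setting that moved it most, the score was 0.32, 0.15 and −0.07. The boundary set of the Armatus score did not include this border at gamma 0.15.

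**Figure D3:**
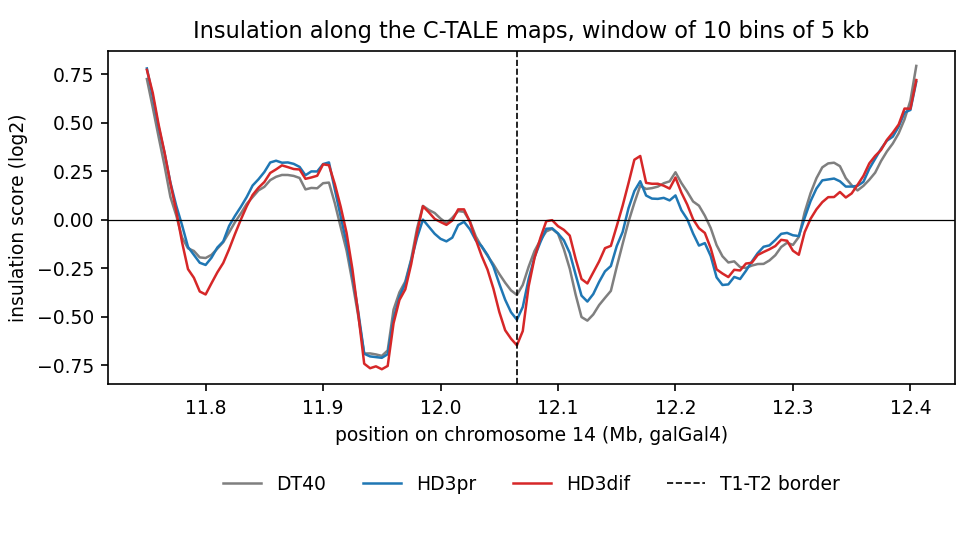
Insulation score (log2, window of 10 bins) along the captured region in the corrected C-TALE maps of DT40, HD3pr and HD3dif, 1 merged map each. Dashed line, position taken as the T1-T2 border.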

C-TALE analysis shows that AgGD-containing T2 TAD has a hierarchical structure and is comprised of four smaller CDs that can be considered as sub-TADs. In the three cell types studied, all genomic elements involved in the formation of the AgGD active chromatin microcompartment (the major enhancer MRE, the *NPRL3*-promoter, the alpha-globin genes, the 3′-enhancer of AgGD and the proximal part of the *TMEM8A* gene containing an erythroid-specific enhancer [28]) are located within a distinct sub-TAD (Fig. 5a). Activation of the alpha-globin gene transcription and the formation of loops between AgGD functional elements [26] are accompanied by a significant compaction of this sub-TAD in differentiated HD3 cells (*P* < 10^−4^, one-tailed Wilcoxon’s signed-rank test, Fig. 5b, d). 

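The sub-TAD was taken as 11 bins from 12065001 on chromosome 14 (55 bin pairs). Its median corrected contact was 371 in DT40, 394 in HD3pr and 465 in HD3dif. The log2 ratio of HD3dif over HD3pr was 0.24, with 50 of 55 bin pairs higher, and the largest ratio in the other windows of this size was 0.214. At 9 and 13 bins, other windows exceeded it (0.26 against at most 0.313, and 0.16 against at most 0.269). Over DT40 it was 0.33, with 49 of 55 bin pairs higher and 0.322 as the largest in other windows, again exceeded by other windows at 9 and 13 bins. Maps were also thinned to 368241 read pairs and corrected again (20 draws). The ratio then ran from 0.188 to 0.325 against HD3pr and from 0.287 to 0.370 against DT40. Both ranges include the largest ratio of the other windows at full depth, so the rank of the sub-TAD is uncertain. In the maps before correction, the setting that moved the ratios most, they were −0.01 and −0.09, with 37 and 30 of 55 bin pairs higher in HD3dif. The share of read pairs inside the sub-TAD was 3.53% (3.48 to 3.57) in DT40, 3.41% (3.36 to 3.45) in HD3pr and 3.63% (3.57 to 3.69) in HD3dif (exact Poisson).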

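Within T1 and T2, beyond 60 kb, the median corrected C-TALE contact over 773 bin pairs was 113.7 in DT40, 116.3 in HD3pr and 101.6 in HD3dif. The log2 ratio was −0.19 against HD3pr (69.9% of bin pairs lower) and −0.16 against DT40 (66.8% lower). For these bin pairs in thinned maps before correction (20 draws), it ran from −0.250 to −0.195 against HD3pr. Against DT40 it ran from −0.167 to −0.111. These bin pairs held 12.1% (12.0 to 12.2) of read pairs in DT40, 12.2% (12.1 to 12.3) in HD3pr and 10.4% (10.3 to 10.5) in HD3dif. Among the genes there, MPG was higher in HD3dif than in HD3pr by 1.98 on the log2 scale (10.4 ± 0.83 against 41.1 ± 4.27 CPM; edgeR quasi-likelihood, BH adjusted p = 1.7e-12), as were NPRL3 and TMEM8A. RHBDF1 (0.63, SE 0.129, adjusted p = 1.8e-04; 13.2 ± 0.93 against 20.4 ± 1.15 CPM; edgeR) and AXIN (0.81, SE 0.117, adjusted p = 3.2e-06; 17.7 ± 1.67 against 30.9 ± 4.68 CPM; edgeR) rose without passing the limit on the BH adjusted p. AXIN passed it without DT40 replicate 1 (edgeR quasi-likelihood, adjusted p = 9.0e-08). MRPL28 and RGS9 are not analysed here. Dividing each contact by the mean at its distance, an alternative chosen after seeing the data, moved both ratios beyond 60 kb. The log2 ratio was then −0.05 against HD3pr (57.6% of bin pairs lower) and 0.08 against DT40 (41.4% lower).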

Along with it, upregulation of six out of seven non-globin genes located within T1 and T2 TADs and almost complete loss of CTCF binding within these domains are accompanied by a remarkable depletion of middle- and long-range chromatin contacts within T1 and T2 (Fig. 5b, e, f), indicating a partial decompaction of an extended 300-Kb region around the alpha-globin gene cluster. To validate this observation, we performed 3D FISH with probes placed within T1 and T2 TADs and separated by 165 Kb (Fig. 5g). In agreement with the results of the C-TALE analysis, we found that in differentiated HD3 cells the probes are separated from each other by a significantly larger distance than in DT40 (*P* = 4.3 × 10^−4^, Mann–Whitney rank test) and in proliferating HD3 cells (*P* = 8.7 × 10^−3^, Mann–Whitney rank test).

**Fig. 4:**
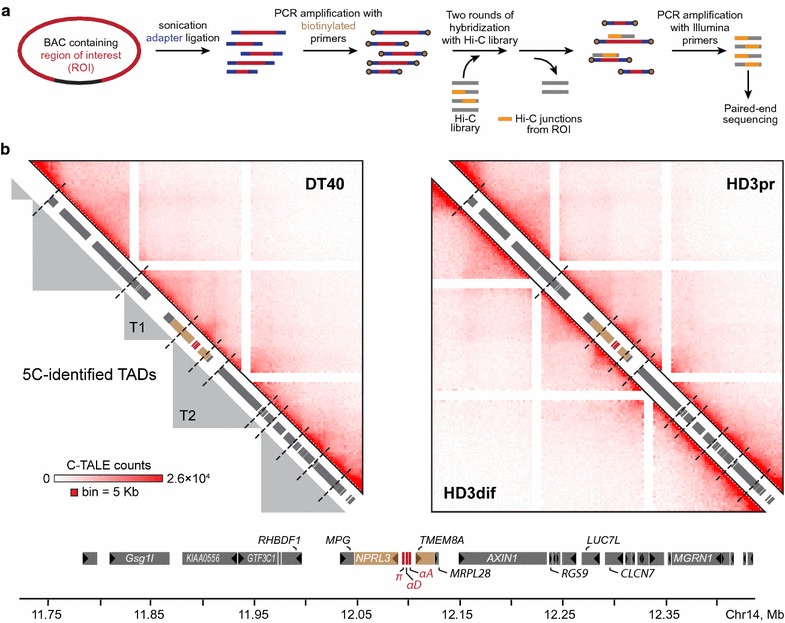
High-resolution C-TALE-identified TAD profile around AgGD. **a** A schematic representation of the C-TALE procedure. For the experimental details, see “Methods” and Additional file 8: Supplementary Methods. **b** Heatmaps showing C-TALE data normalized by the total number of sequencing reads in the C-TALE dataset, binned at a 5 Kb resolution and iteratively corrected. *Dashed lines* show the positions of chromatin contact domain boundaries identified using the Lavaburst package. *Gray triangles in the left panel* represent 5C-identified TADs in DT40 cell line. Gene positions are shown on the diagonal of each panel, and a detailed map of the studied region is presented *below the heatmaps*. *Dark triangles inside the gene boxes* show the direction of transcription

**Fig. 5:**
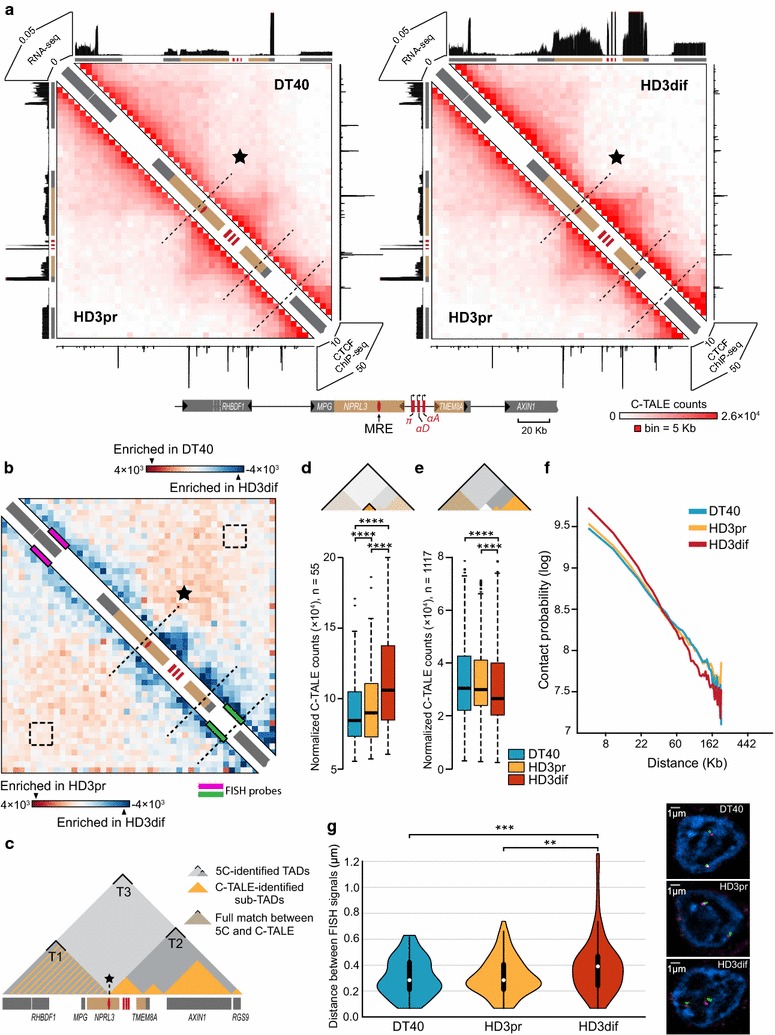
Activation of alpha-globin gene transcription is accompanied by local changes in chromatin interaction profile. **a** C-TALE heatmaps showing local chromatin interaction profile in a close vicinity to AgGD (region chr14:11957600-12236390). *Black star* denotes the boundary between T1 and T2 TADs. All other notations are as in Fig. 4b. **b** C-TALE heatmap showing interactions enriched in differentiated HD3 cells as compared to DT40 cells (right part of the map) and to proliferating HD3 cells (*left part of the map*). The positions of FISH probes are shown with *magenta and green rectangles*. Regions of the map corresponding to interactions between FISH probes are encircled with *dashed squares*. **c** Schematic representation C-TALE-identified sub-TADs within T1 and T2 TADs. **d** The distributions of C-TALE counts corresponding to chromatin interactions inside the sub-TAD harboring alpha-globin gene cluster. *Thick black lines* represent median values. *Asterisks* represent a significant difference with a *P*-value <10^−4^ (one-tailed Wilcoxon’s signed-rank test). **e** The distributions of C-TALE counts corresponding to chromatin interactions between genomic bins, separated by the distance more than 60 Kb throughout the shown region without including the sub-TAD harboring alpha-globin gene cluster. All notations are as in panel (**d**). **f** Scale-plots showing the dependency of contact probability on genomic distance within the shown region. **g** *Violin plots* showing the distributions of spatial distance between FISH probes. *White dots* represent the medians. *Asterisks* represent a significant difference with a *P*-value <0.01 (*two asterisks*), and with a *P*-value <0.001 (*three asterisks*) (Mann–Whitney rank-sum test). Representative examples of FISH images are shown on the *right*. *Scale bar* 1 µm

### Alpha-globin MRE is involved in long-range looping interactions with CBSs outside of the alpha-globin locus

In the three cell types studied, the strong erythroid-specific enhancer of AgGD known as the major regulatory element (MRE) [44] is located in an immediate vicinity of the T1–T2 boundary (Fig. 5a). In DT40 cells, this boundary contains two closely positioned divergent CBSs located 3.5 Kb upstream of the MRE (designated as “−3.5 CBSs”; see Fig. 6a). In proliferating HD3 cells, we observed an approximately twofold decrease in CTCF binding at the forward motif within the −3.5 CBSs, and both peaks are strongly reduced in differentiated HD3 cells (Fig. 6b). Considering that in DT40 and proliferating HD3 cells T1 and T2 TADs harbor multiple CBSs containing binding motifs in both orientations and that the majority of them are lost in differentiated HD3 cells, we assumed that the T1–T2 boundary could be involved in multiple cell type-specific looping interactions in DT40 and proliferating HD3 cells, but not in differentiated HD3 cells. To test this hypothesis, we performed a high-resolution 3C analysis with the anchor primers placed in DpnII restriction fragments harboring MRE and the −3.5 CBSs.

**Fig. 6:**
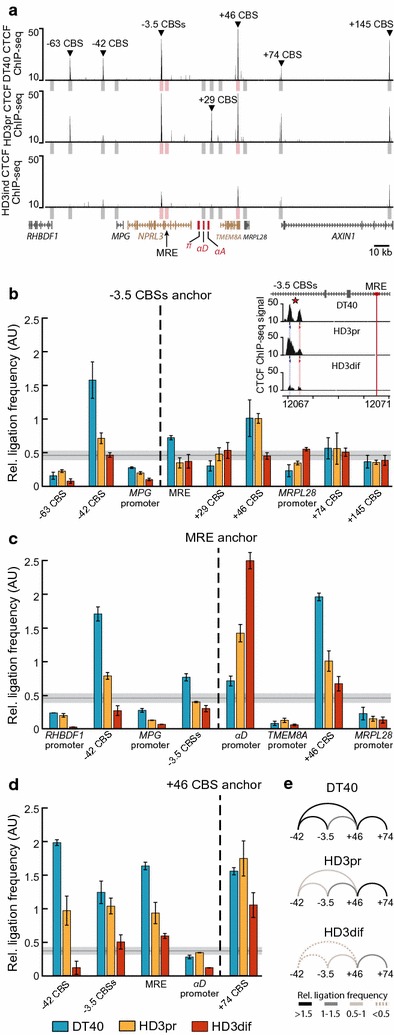
DpnII 3C-analysis of chromatin contacts of the alpha-globin MRE and nearby CTCF-occupied region −3.5 CBSs. **a** Map showing the positions of genes and CTCF ChIP-seq peaks. Test and anchor regions are outlined with *gray and pink vertical rectangles*, respectively. CBSs are designated according to their distance (in kilobases) from the MRE. **b** 3C interaction profile of the −3.5 CBSs. Ligation frequencies averaged between biological replicates are shown. *Error bars* represent SEM. Anchor position relative to positions of test regions is outlined with *vertical dashed line*. *Horizontal gray line* represent a relative noise level ±SEM (see “Methods”). A closer view of the CTCF ChIP-seq profile of −3.5 CBS is shown above the diagram. **c** 3C interaction profile of the MRE. All notations are as in panel (**b**). **d** 3C interaction profile of the +46 CBS. All notations are as in panel (**b**). **e** Schematic representation of the CTCF-anchored loops observed around AgGD

As anchor primers at −3.5 CBSs and at MRE are located close to each other, we expected that their 3C profiles would be similar. Indeed, in DT40 cells, both anchors interact strongly with the forward-orientated −42 CBS located 2 Kb upstream of the *MPG* gene (Fig. 6b, c). In both proliferating and differentiated HD3 cells (consistently with the depletion of CTCF binding at the −42 CBS), we observed a two- to threefold depletion of this interaction with both anchors. In a downstream direction relative to the anchor positions, in DT40 and proliferating HD3 cells both anchors exhibit strong looping with the reverse-oriented +46 CBS located within the *TMEM8A* gene. Unexpectedly, in lymphoid cells, the MRE interacts with the +46 CBS much stronger than the −3.5 CBSs, and that was confirmed in a reciprocal experiment with the anchor primer placed at the +46 CBS (Fig. 6d). Moreover, in proliferating HD3 cells, the interaction of the +46 CBS with the MRE considerably decreases, whereas the interaction with the −3.5 CBSs does not change. Taken together, these observations suggest that the MRE potentially forms a direct loop with the +46 CBS in both lymphoid and erythroid cells. Notably, the MRE/+ 46 CBS looping appears to be an alternative for the formation of the alpha-globin active chromatin hub, because our 3C analysis does not reveal reliable spatial interaction between the +46 CBS and the *α* ^*D*^ promoter in any cell type.

Additionally, our 3C analysis does not show spatial contacts between the MRE and the promoters of non-globin genes *RHBDF1*, *MPG*, *TMEM8A,* and *MRPL28* flanking the alpha-globin gene locus (Fig. 6c). Thus, upregulation of the three former genes and downregulation of the *MRPL28* gene in differentiated HD3 cells is not related to looping interactions with MRE.

## Discussion

Alpha-globin gene domains of warm-blooded animals are located within areas enriched in widely expressed genes [15, 45]. Here, we find that the majority of such genes surrounding the chicken alpha-globin cluster are substantially upregulated in erythroid cells induced to terminal differentiation (Fig. 1b, c; Additional file 2: Table S1). At first glance, such upregulation could be considered generally erythroid-specific, particularly for the *TMEM8A* that is slightly upregulated even in proliferating HD3 cells as compared to DT40 cells (Fig. 1c, left plot). However, in the cell line K562, a human counterpart of the chicken HD3 cells, induction of differentiation leads to upregulation of the *NPRL3* gene but not *TMEM8A* [28, 46] which in the human genome is located in the neighboring TAD 200 Kb downstream of the AgGD [4]. 

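TMEM8A was higher in HD3pr (87.98 CPM) than in DT40 (10.9 CPM) by 3.01 on the log2 scale (SE 0.060, 8.03-fold; edgeR quasi-likelihood, BH adjusted p = 3.8e-20). For NPRL3 the difference was −0.12 (adjusted p = 0.245, edgeR quasi-likelihood with BH).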

Consistently, it has been previously suggested that upregulation of the chicken *TMEM8A* gene in differentiated erythroid cells is likely to be a consequence of it being in close proximity to AgGD enabling looping interactions between *TMEM8A* and alpha-globin-specific enhancers (−9DHS and 3′-enhancer) but not with the MRE [28] (the latter is supported by our data, Fig. 6c).

In contrast, the genomic position of *NPRL3* relative to the alpha-globin gene cluster and its involvement in the regulatory and spatial network of AgGD is conserved in chicken and mammals [18, 26]. The *NPRL3* promoter interacts with the MRE, and that could potentially cause its upregulation in differentiated erythroid cells, which, in turn, could have some function in the erythropoiesis. Although there are no studies of the role for the *NPRL3* protein product in the maturation of red blood cells, it has been shown that early defects of hematopoiesis in mice may be caused by the knock-out of the NPRL2, a paralog [47] and interacting partner of the NPRL3 within the GATOR1 complex regulating the mTOR pathway [48]. Moreover, *NPRL3* is transcribed at high level during normal in vitro differentiation of the primary human erythroid cells [20, 49]. Thus, transcriptional upregulation of the widely expressed gene *NPRL3* in differentiated erythroid cells is evolutionarily conserved across mammals and birds, and we propose that it might be functionally related to the definitive erythropoiesis in homeotherms.

Similarly to the *NPRL3*, genomic location of two more housekeeping genes *RHBDF1* and *MPG* upstream of the *NPRL3* is highly conserved in evolution of vertebrates [50]. Upregulation of these genes in differentiated HD3 cells (Additional file 2: Table S1) could be explained by some indirect mechanisms of stimulation rather than by immediate impact of MRE, as our 3C analysis shows that MRE does not spatially interact with their promoters (Fig. 6c). In this regard, abundant intergenic transcription covering the entire AgGD in differentiated HD3 cells might be of particular interest. It has been proposed that intergenic transcription promotes activation of genomic domains via facilitated spreading of histone acetyltransferases and chromatin remodeling complexes bound to the C-terminal tail of the elongating RNA polymerase II [51]. Possibly, this intergenic transcription contributes to the chromatin decompaction around AgGD (Fig. 5b) in differentiated HD3 cells that induces upregulation of adjacent genes via the increased chromatin accessibility to transcription factors.

At the same time, activation of alpha-globin gene transcription is accompanied by an extensive increase in chromatin interactions within the encompassing sub-TAD (Fig. 5b, d). In chicken erythroid cells, the alpha-globin locus is assembled into an active chromatin hub (ACH) [26]. Formation of this ACH comprised of several looping interactions between functional elements of the locus may explain the overall chromatin compaction within the entire sub-TAD. One of the first steps in the assembly of the alpha-globin ACH is the establishment of spatial contacts between the MRE, the *NPRL3* promoter, and the promoter of the *α* ^*D*^ gene [26]. The results of our experiments suggest that, to participate in the assembly of ACH, the MRE should be first released from its interactions with the upstream (−42) and the downstream (+46) CBSs. It is tempting to speculate that the removal of CTCF from the T1–T2 boundary and weakening of the corresponding loops (Fig. 6a, e) triggers a spatial reconfiguration of the domain, allowing for the assembly of the alpha-globin ACH and reconfiguration of the encompassing sub-TAD. The spectrum of spatial contacts of the MRE in the lymphoid cells (and partially in proliferating HD3 cells) could be constrained by strong interactions of the upstream −3.5 CBS (Fig. 6b). In other words, when the −3.5 CBS located close to MRE is occupied by CTCF, MRE could preferentially contact the interaction partners of this CBS outside of AgGD. Such looping would restrict the possibility of establishing spatial contacts between the MRE and the downstream promoters of alpha-globin genes.

In differentiated HD3 cells, an almost complete loss of the CTCF binding is observed throughout the AgGD neighborhoods (Figs. 3, 5a). On the one hand, it reflects a general decrease in CTCF binding genome-wide—8768 and 4820 CBSs are detected in proliferating and differentiated HD3 cells, respectively (GSE51939 [39]). On the other hand, attenuation of CTCF binding within the T1 and T2 TADs is much more drastic than within two other gene-rich regions of the studied chromosome segment (5′- and 3′-terminal TADs) (Fig. 3). Numerous studies performed in human and murine cultured and primary cell lines have identified CTCF as a key regulator of TAD formation in mammals [4, 52–54]. However, we do not see the loss of TADs or dramatic changes in the TAD profile in differentiated HD3 cells in spite of dramatic loss of CTCF occupancy at the binding sites within the studied area (Fig. 3; Additional file 7: Table S3). Importantly, using the 3C analysis we demonstrate that the strength of all CTCF-anchored loops detected within the T1 and T2 TADs is considerably decreased in differentiated HD3 cells (Fig. 6e). Surprisingly, this does not lead to obvious changes in the sub-TAD profile in this region. These results are in agreement with recently reported observations, suggesting that induced degradation of CTCF in mouse embryonic stem cells does not largely affect the positions of TAD boundaries [55]. Thus, some other additional mechanisms may be responsible for the maintenance of preformed TADs when the CTCF binding at CBSs is decreased. One possibility is that the tertiary structure of the chromatin fiber (self-interacting globule) that is initially established by the CTCF/cohesin-dependent looping is further stabilized and maintained by interactions between nucleosomes based on the mechanism of TAD formation in the *Drosophila* genome that we recently proposed [56]. To this end, it may be of importance that terminally differentiated HD3 cells do not divide. Consequently, the higher-order chromatin structure is not perturbed by mitosis.

In this study, we demonstrated for the first time the presence of TADs and A- and B-like compartments in chicken genome. Although the profiles of A- and B-like chromatin compartments within the studied genomic segment are similar if not identical in the three cell types studied, the contact frequency within the A-like compartment increases in differentiated HD3 cells (Fig. 2d). Surprisingly, we did not find any relationship between the increase in 5C counts and the increase in of transcription within the respective genomic bins (Fig. 2f, g). This observation argues that the nature of long-range interactions within chromatin compartments could be predominantly stochastic and determined by co-occurrence of chromatin domains within the same volume of nuclear space rather than by specific associations of highly transcribed genes. Consistently with the previously observed escape of upregulated genes from the B-compartment during human ESC differentiation [57], full activation of the alpha-globin transcription in differentiated HD3 cells is accompanied by a further segregation of the AgGD from the gene desert (Fig. 2c). Interestingly, other regions of the T1 and T2 TADs do not demonstrate changes in contact frequency with the gene desert, showing that different parts of the same TAD may possess a certain degree of autonomy in establishing long-range spatial contacts.

## Conclusions

Taken together, our findings suggest that full activation of the chicken alpha-globin gene domain in differentiated erythroid cells correlates with local as well as large-scale changes in the chromatin folding and gene expression within an extended chromosome region. It contradicts simple models of the genome partitioning into functionally isolated gene domains sequentially located along the chromosome and argues that the effects of tissue-specific transcription activation are not restricted to the host genomic locus but affect the overall chromatin structure and transcriptional output of an extended genomic neighbourhood. At the same time, our observations demonstrate that local reconfiguration of a tissue-specific gene domain may be guided by changes in the 3D packaging of an extended genomic region.

## Methods

### Cell culture

The avian erythroblastosis virus-transformed chicken erythroblast cell line HD3 (clone A6 of line LSCC) and the chicken lymphoid cell line DT40 (CRL-2111, ATCC, London, UK) were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 2% chicken serum and 8% fetal bovine serum at 37 °C in 5% CO_2_ atmosphere. To induce terminal erythroid differentiation, HD3 cells (8 × 10^5^ cells/ml) were incubated in the full growth media supplemented with 10 mM HEPES (pH 8.0) and 20 μM iso-H-7 (1-(5-isoquinolinylsulfonyl)-3-methylpiperazine dihydrochloride, Fluka, Seelze, Germany) at 42 °C in 100% air atmosphere.

### 3C library preparation

3C libraries were prepared as described previously [58] with minor modifications. Briefly, after fixation with 2% formaldehyde, the cells were lysed for 15 min in 1.5 ml of ice-cold isotonic lysis buffer (50 mM Tris–HCl (pH8.0), 150 mM NaCl, 0.5% (v/v) NP-40, 1% (v/v) Triton X-100 and 1× Protease Inhibitor Cocktail (Thermo Scientific #78430)). The nuclei were harvested, washed twice with 1.12× restriction enzyme buffer (NEB), and then treated with 0.3% SDS which was subsequently diluted to a concentration of 0.1% with 1.12× restriction enzyme buffer and quenched with 1.8% Triton X-100. DNA was digested overnight with 600 U of 100 U/μl of HindIII-HF restriction endonuclease (NEB) or 600 U of 50 U/μl of DpnII restriction endonuclease (NEB) at 37 °C with shaking. The next morning, 200 U of the corresponding restriction enzyme was added, and the samples were incubated for 2 h under the same conditions. Then, the samples were heated to 65 °C for 20 min to inactivate the restriction enzyme. The nuclei were washed twice with 100 μl of 1× T4 DNA ligase reaction buffer (Thermo Scientific) and resuspended in 300 μl of 1× T4 DNA ligase reaction buffer, 75 U of T4 DNA ligase (Thermo Scientific) was added, and the DNA was ligated for 6 h at 16 °C with constant shaking (1400 rpm). After cross-link reversal, RNAse A treatment, and single phenol–chloroform extraction followed by ethanol precipitation, the DNA was additionally purified using AMICON Ultra Centrifugal Filter Units (0.5 ml, 30 K, Millipore #UFC5030BK) to remove residual salts and DTT.

For the detection of the ligation products in DpnII-3C libraries, real-time PCR with TaqMan probes was employed. Primers and TaqMan probes for PCR analysis were designed using Primer Premier 5 software (PRIMER Biosoft International). The sequences of the primers and TaqMan probes are present in Additional file 10: Table S4. A total of 400 ng of the DpnII-3C library was used as a template in PCR. Calibration curves were constructed using four tenfold dilutions of the BAC standard template (200, 20, 2, and 0.2 pg of the BAC template supplemented with 50 ng of the chicken genomic DNA per PCR reaction) prepared from an equimolar mixture of the bacterial artificial chromosomes CH261-75C12 and CH261-85E12 (CHORI BACPAC). All 3C experiments were carried out in at least two independent biological replicates. Relative noise level in 3C plots was calculated as described in [59].

### 5C primer design

5C primers covering region 9.8–12.5 Mb of chicken chromosome 14 were designed for HindIII restriction fragments using the alternating scheme in my5C.primers [60] with the following parameters: (1) an optimal primer length of 30 bp; (2) an optimal Tm of 65 °C; and (3) a default primer quality parameters (mer: 800, U-blast: 3 and S-blast: 50). Primers were not designed for large (>50 Kb) and small (<100 bp) restriction fragments, low-complexity and repetitive sequences. Primers with sequence matches to more than one genomic target were discarded.

The universal T7-tail (5′-TAATACGACTCACTATAGCC-specific part-3′) and T3-tail (5′-TCCCTTTAGTGAGGGTTAATA-specific part-3′) were added to the forward and reverse 5C primers, respectively. 5′-ends of reverse 5C primers were phosphorylated. In total, 93 forward and 92 reverse primers were designed (Additional file 4: Table S2).

### 5C library preparation

5C libraries were prepared in two biological replicates as described previously [36] with minor modifications. Briefly, 5C primer stocks (17 mM) were mixed and diluted in water to a final concentration of 1.7 nM of each primer. 5C primers were mixed with 3C libraries in 10 μl of annealing mixtures of the following composition: 1 μl of 10× NEBuffer 4 (NEB), 1.7 μl of 5C primer mix, 600 ng of 3C library, 900 ng of salmon testis DNA (Sigma) sonicated to a size of 100–500 bp, and mQ water. Samples were denatured for 5 min at 95 °C and annealed for 16 h at 57 °C. Samples were supplemented with pre-heated 1× Taq DNA ligase buffer, and ligation with 10 U of Taq DNA ligase (NEB) was performed for 1 h at 57 °C. After that, the samples were quickly frozen at −80 °C. A total of 2 μl of each 5C library was then PCR-amplified individually with primers to T7- and T3-tails using KAPA High Fidelity DNA Polymerase (KAPA). The temperature profile was 5 min at 98 °C, followed by 22, 24, 26, 28, and 30 cycles of 20 s at 98 °C, 15 s at 65 °C, and 20 s at 72 °C. The PCR reactions were separated on a 2% agarose gel supplied with ethidium bromide, and the number of PCR cycles necessary to obtain a sufficient amount of DNA was determined based on visual inspection of gels (typically 28–30 cycles). Four preparative PCR reactions were performed for each sample. The PCR mixtures were combined, and the products were purified with a QIAGEN PCR Purification Kit. The DNA was eluted with 50 μl of 10-mM Tris–HCl (pH 8.0) and separated on a 1.8% agarose gel supplied with ethidium bromide; 100-bp fragments were excised from the gel, purified using a QIAGEN Gel Extraction Kit and sequenced on Illumina HiSeq 2000 using single-end 101-nt reads.

### C-TALE library preparation

For the experimental details, see Additional file 8: Supplementary Methods. Briefly, biotinylated hybridization baits were produced from BACs covering the region of chromosome 14 with coordinates 11721574-12436767 (galGal4 genome assembly) by ultrasonic fragmentation of BAC DNA to a size of 200–600 bp with subsequent adapter ligation and PCR amplification with biotinylated primers. Hi-C libraries were hybridized with the baits for 40 h at 65 °C, the trapped portion of the Hi-C libraries was PCR-amplified with Illumina PE1.0 and PE2.0 primers, and the products of amplification were subjected to the second round of hybridization with the same conditions. After that, trapped fragments of the Hi-C library were PCR-amplified with Illumina PE1.0 and PE2.0 primers and sequenced on Illumina HiSeq 2000 using paired-end 101-nt reads.

### 5C raw data processing and analysis, and CTCF binding motif search

Each 5C experiment was performed in two biological replicates (Additional file 3: Figure S2). 5C reads were checked for the presence of the HindIII restriction site and divided into two groups corresponding to forward and reverse primers in an interacting pair of primers. These read groups were mapped independently with bowtie2 [61] to the studied region of chicken chromosome 14 (genome assembly galGal4). To filter out low-coverage data, we excluded all primers with zero interactions in at least one cell type. The filtered data were binned in 30 Kb windows and the mean 5C count per bin was calculated, resulting in a matrix of interactions between forward and reverse primers. Bins corresponding to interactions within the same fragment were removed. We then applied the iterative correction procedure [38] to reduce intrinsic bin-specific biases. Because biological replicates demonstrated high correlation for all three cell types (Pearson’s correlation coefficient >0.9, Additional file 3: Figure S2), we merged them by summing their matrices element by element. 

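The counts of the 9025 primer pairs correlated between the 2 replicates at Pearson r = 0.932 in DT40, 0.906 in HD3pr and 0.930 in HD3dif, and at 0.868 to 0.909 between libraries of different cell types. Primer pairs are not independent of each other. On the log2 scale (count plus 1) r was 0.505, 0.505 and 0.494, and among primer pairs with reads in both replicates, an alternative chosen after seeing the data, the largest shift, 0.438, 0.405 and 0.416.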

To reduce noise and achieve better visualization, we smoothed the data by assigning each matrix element the median 5C count between this element and its adjacent elements. Zero matrix elements were not smoothed to avoid inflating low-confidence interaction values.

TADs were identified using the Lavaburst package (https://github.com/mirnylab/lavaburst), which provides a set of dynamic programming algorithms to assess an ensemble of TAD segmentations derived from a TAD scoring function. We used its optimal segmentation finder, which is based on the Armatus algorithm [41] using the TAD scoring function from that study. The algorithm finds the global TAD segmentation of a contact map having the highest aggregate score.

Chromatin compartments were identified using the principal component analysis, as described previously [37].

A CTCF motif search was performed using the Biopython motif search method [62] and the human CTCF position-frequency matrix from the JASPAR database [63].

### C-TALE raw data processing and analysis

Illumina HiSeq 2500 bcl2fastq v1.8.4 Conversion Software was used for base-calling. The reads were mapped independently to the region 11700000-12450000 of chromosome 14 using hiclib [38] (https://bitbucket.org/mirnylab/hiclib/) iterative mapping procedure (minimal mapping length 25, iteration step 5) and Bowtie 2 version 2.2.1.

Reads mapped in close proximity to DpnII restriction sites (5 bp) and possible PCR duplicates were eliminated. We also excluded reads mapped to extremely short (<100 bp) and long (>100 Kb) restriction fragments. The reads in pairs that mapped to the same restriction fragment or closer than 500 bp to each other in genomic coordinates were excluded as potential self-ligations and dangling end products. Uniquely mapped read pairs that passed filtering procedure were retained. Resulting pairs were binned into 5 Kb genomic windows of the region of interest. Bins corresponding to interactions within the same fragment were removed. For each bin, the mean C-TALE read count was calculated. To merge C-TALE replicates, we summed their matrices element by element. Then, the matrices were iteratively corrected [38]. TAD annotation was performed with the Lavaburst package as described for 5C. To minimize the effect of missing data on TADs annotation procedure, we removed bins with no interactions from the matrices prior to TAD annotation.

### 3D DNA fluorescence in situ hybridization (3D FISH)

The cells were harvested overnight on poly-l-lysine coated coverslips placed in culture flasks. The cells were fixed in 4% paraformaldehyde for 10 min, permeabilized in 0.5% Triton X-100, washed in PBS, dehydrated in ethanol series, air-dried, stored at room temperature for two days, and then frozen at −80 °C. Probes were PCR-amplified from the CH261-75C12 BAC, primer sequences are presented in Table S4 (Additional file 10). Probes were labeled with biotin or digoxigenin using nick-translation. Approximately 150 ng of each probe was used in hybridization. Denaturation was performed at 80 °C for 30 min in 70% formamide (pH7.5), 2xSSC. Hybridization of probes was done for 24 h in 50% formamide, 2x SSC, 10% dextran sulfate, 1% Tween 20. Washing steps were performed in 2x SSC at 45 °C followed by 0.1x SSC at 60 °C and 4x SSC, 0.1% Triton X-100. For imaging, cells were counterstained with DAPI and epifluorescent images were acquired using a Photometrics Coolsnap HQ2 CCD camera and a Zeiss Imager A1 fluorescence microscope with a Plan Apochromat 100x 1.4NA objective, a Lumen 200-W metal halide light source (Prior Scientific Instruments, Cambridge, UK) and Chroma #89014ET single excitation and emission filters (Chroma Technology Corp., Rockingham, VT) with the excitation and emission filters installed in Prior motorized filter wheels. A piezoelectrically driven objective mount (PIFOC model P-721, Physik Instrumente GmbH & Co, Karlsruhe) was used to control movement in the z dimension. Hardware control, image capture, deconvolution (using the fast algorithm) and analysis were performed using Volocity (PerkinElmer Inc, Waltham, MA).

### Polymer simulations

We used the integrative modeling platform (IMP) [40] to model the 3D-chromatin structure from the 5C data as described previously (24). We assigned a particle to each 30 Kb bin in smoothed 5C matrices. To use all of the information from the 5C experiment, we set parameters uZ and lZ to zeros; the mP parameter was set to 400 nm. A total of 5000 IMP runs were performed, and one thousand best models were used for further analysis. As a measure of the model quality, we used the Spearman’s correlation coefficient between the modeled matrix of interactions and the experimental 5C matrix (Additional file 6: Figure S4). The TADbit program (https://github.com/3DGenomes/tadbit) was used for all calculations. Chimera [64] and PyMOL (The PyMOL Molecular Graphics System, version 1.7.4 Schrodinger, LLC), tools were used to visualize the models. We used the centroid model for the wireframe representation, and the Gaussian approximation for the surface representation.

### Total rRNA-depleted RNA-seq: experimental procedures and analysis

RNA-seq experiments were performed in two independent biological replicates, according to ENCODE recommendations (https://genome.ucsc.edu/ENCODE/protocols/dataStandards/ENCODE_RNAseq_Standards_V1.0.pdf). The two biological replicates demonstrated a high correlation in all three cell types (Pearson’s *r* > 0.95).

Total RNA was extracted from the cells using TRIzol Reagent (Thermo Scientific) according to the manufacturer’s protocol. Total RNA was depleted with ribosomal RNA using the RiboZero Human/Mouse Kit (Illumina). For library preparation, a TruSeq Stranded RNA Sample Prep Kit (Illumina) was used following the manufacturer’s instructions. After preparation, the quality of the libraries was evaluated using quantitative PCR and Bioanalyzer.

Illumina Casava 1.8.2 was used for base-calling. Reads were mapped to the *Gallus gallus* reference genome (version galGal4) using the TopHat program [65] taking the ENSEMBL gene annotation into account (Ensembl Release 82) with the -no-novel-juncs option. The Htseq-counts program [66] was used to calculate per gene counts. The BedTools program [67] was used to calculate read coverage.

We used R package edgeR for gene expression analysis. Only genes with CPM > 1 in at least two out of six RNA-seq experiments were retained. We averaged CPM over replicates and calculated fold change of expression between experiments. *P*-values were calculated per gene using quasi-likelihood negative binomial generalized log-linear model (glmQLFit function in edgeR). The *P*-values were adjusted with Benjamini–Hochberg correction for multiple testing. The threshold for false discovery rate was set to 1e-7 for detection of differentially regulated genes. For gene ontology analysis, we used DAVID as implemented in RDAVIDWebService R package. We assessed the enrichment of gene ontology terms of “Biological Process” category for the genes that changed expression level more than twofold with adjusted *P*-value <1e-04. The minimal number of genes present in the gene ontology category was set to 5. Resulting DAVID *P*-values of enriched terms were adjusted with Bonferroni correction.

To assess the intergenic transcription levels, we retrieved the regions between ENSEMBL genes and calculated read coverage with BedTools software [67]. To compare the transcription level between experiments for each intergenic loci, log2-fold change of coverage was calculated. We obtained the distribution of fold change between experiments for all intergenic regions and assessed the percentile rank of loci within the studied region.

## Additional files

**Additional file 1: Figure S1.** Analysis of the total rRNA-depleted RNA-seq data in the three studied cell types. **(A)** The Venn diagram showing the numbers of active genes shared between the studied cell types. **(B)** Cluster analysis of biological replicates based on total rRNA-depleted RNA-seq data. **(C)** Principal component analysis of the RNA-seq data. **(D)** Top-30 gene ontology terms for the genes downregulated (logFC < −0.6, FDR < 10^−7^) in differentiated HD3 cells compared to proliferating HD3 cells. The number of genes in each term is shown. **(E)** Scatter plots showing normalized level of transcription within intergenic regions genome-wide in the studied cell types.

**Additional file 2: Table S1.** Transcription level of the genes from the studied region (CPM). Only genes with CPM > 1 in at least 2 replicates are presented. CPM values were averaged over replicates. Log2-fold change and FDR of difference between experiments are presented (see “Methods”). For genes that have not passed filtering procedure, only CPM are present.

**Additional file 3: Figure S2.** Biological replicates of the 5C experiment. Color intensity in each cell of the heatmaps represents the interaction frequency of two corresponding forward and reverse 5C primers. Histograms of the interaction counts are shown to the right of the heatmaps.

**Additional file 4: Table S2.** Sequences and characteristics of the 5C primers used in this study. 5C primers were designed using the alternating scheme in my5C.primers and chicken reference genome assembly galGal4.

**Additional file 5: Figure S3.** The chromatin compartment profile along the studied genomic region. **(A)** Heatmaps demonstrating an increased interaction frequency between gene-rich zones I and III in both lymphoid and erythroid cells. A-like and B-like chromatin compartments are outlined using black opened rectangle and black dotted triangle, respectively. The first principal component is shown below the heatmaps. **(B)** The 4C profiles from [39] revealing an increased interaction frequency of the alpha-globin gene domain (zone III of the studied region) with the USP7-ABAT locus (zone I), and the spatial separation of the gene desert from flanking gene-dense areas in proliferating HD3 and DT40 cells. Positions of the anchor primers are shown using red vertical lines; the alpha-globin gene domain is highlighted with a vertical pink rectangle. The first principal component (PCA1) of the 5C data (DT40 cells) is shown below the 4C profiles. The blue rectangle below the genomic coordinates track represents the genomic region analyzed in this work. The scale is changed at the bottom of the panel to emphasize the borders of 4C counts peak around the anchor. Positions of TADs that were identified using the 5C analysis are highlighted using gray rectangles.

**Additional file 6: Figure S4.** **(A)** Interaction heatmaps of the simulated polymer calculated with TADbit. Color bars in the heatmaps represent arbitrary partitioning of the studied region into several distinct fragments. **(B)** IMP-derived 3D models of the studied genome region. The central wireframe colored as the color bar in the map of the studied region represents the centroid model for simulations. The surface represents the Gaussian approximation of 1000 simulated models.

**Additional file 7: Table S3.** Genomic coordinates of topologically associating domains within the studied region. TADs were identified using the optimal segmentation algorithm from the Lavaburst package with the with the Armatus scoring function.

**Additional file 8: Supplementary Methods.** A detailed description of the C-TALE library preparation.

**Additional file 9: Table S5.** C-TALE sequence statistics.

**Additional file 10: Table S4.** Sequences of primers and TaqMan probes used for the 3C analysis. Sequences of primers used for FISH probe amplification.

## Abbreviations

3C: chromosome conformation capture
3D: three-dimensional
5C: chromatin conformation capture carbon copy
ACH: active chromatin hub
AgGD: alpha-globin gene domain
bp: base pair
CBS: CTCF-binding site
ChIP-seq: chromatin immunoprecipitation followed with deep sequencing
C-TALE: Chromosome TArget Ligation Enrichment
ESC: embryonic stem cells
IMP: integrative modeling platform
Kbp: kilobases, thousands of base pairs
Mb: megabases, millions of base pairs
MRE: major regulatory element
PCA: principal component analysis
TAD: topologically associating domain

## References

[1] Ulianov SV, Gavrilov AA, Razin SV (2015). Nuclear compartments, genome folding, and enhancer–promoter communication. Int Rev Cell Mol Biol.

[2] Vernimmen D, Bickmore WA (2015). The hierarchy of transcriptional activation: from enhancer to promoter. Trends Genet.

[3] Dekker J, Mirny L (2016). The 3D genome as moderator of chromosomal communication. Cell.

[4] Rao SS, Huntley MH, Durand NC, Stamenova EK, Bochkov ID, Robinson JT (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell.

[5] Mifsud B, Tavares-Cadete F, Young AN, Sugar R, Schoenfelder S, Ferreira L (2015). Mapping long-range promoter contacts in human cells with high-resolution capture Hi-C. Nat Genet.

[6] Remeseiro S, Hornblad A, Spitz F (2015). Gene regulation during development in the light of topologically associating domains. Wiley Interdiscip Rev Dev Biol.

[7] Lupianez DG, Kraft K, Heinrich V, Krawitz P, Brancati F, Klopocki E (2015). Disruptions of topological chromatin domains cause pathogenic rewiring of gene–enhancer interactions. Cell.

[8] Valton AL, Dekker J (2016). TAD disruption as oncogenic driver. Curr Opin Genet Dev.

[9] Symmons O, Uslu VV, Tsujimura T, Ruf S, Nassari S, Schwarzer W (2014). Functional and topological characteristics of mammalian regulatory domains. Genome Res.

[10] Razin SV, Ulianov SV, Ioudinkova ES, Gushchanskaya ES, Gavrilov AA, Iarovaia OV (2012). Domains of alpha- and beta-globin genes in the context of the structural-functional organization of the eukaryotic genome. Biochemistry (Mosc).

[11] Vernimmen D (2014). Uncovering enhancer functions using the alpha-globin locus. PLoS Genet.

[12] Hughes JR, Cheng JF, Ventress N, Prabhakar S, Clark K, Anguita E (2005). Annotation of cis-regulatory elements by identification, subclassification, and functional assessment of multispecies conserved sequences. Proc Natl Acad Sci USA.

[13] Higgs DR, Wood WG, Jarman AP, Sharpe J, Lida J, Pretorius I-M (1990). A major positive regulatory region located far upstream of the human α-globin gene locus. Genes Dev.

[14] Higgs DR, Vernimmen D, Wood B (2008). Long-range regulation of alpha-globin gene expression. Adv Genet.

[15] Craddock CF, Vyas P, Sharpe JA, Ayyub H, Wood WG, Higgs DR (1995). Contrasting effects of alpha and beta globin regulatory elements on chromatin structure may be related to their different chromosomal environments. EMBO J.

[16] Mahajan MC, Karmakar S, Newburger PE, Krause DS, Weissman SM (2009). Dynamics of alpha-globin locus chromatin structure and gene expression during erythroid differentiation of human CD34(+) cells in culture. Exp Hematol.

[17] Anguita E, Johnson CA, Wood WG, Turner BM, Higgs DR (2001). Identification of a conserved erythroid specific domain of histone acetylation across the alpha-globin gene cluster. Proc Natl Acad Sci USA.

[18] Vernimmen D, Marques-Kranc F, Sharpe JA, Sloane-Stanley JA, Wood WG, Wallace HA (2009). Chromosome looping at the human alpha-globin locus is mediated via the major upstream regulatory element (HS -40). Blood.

[19] Vernimmen D, De Gobbi M, Sloane-Stanley JA, Wood WG, Higgs DR (2007). Long-range chromosomal interactions regulate the timing of the transition between poised and active gene expression. EMBO J.

[20] Lower KM, Hughes JR, De Gobbi M, Henderson S, Viprakasit V, Fisher C (2009). Adventitious changes in long-range gene expression caused by polymorphic structural variation and promoter competition. Proc Natl Acad Sci USA.

[21] Bau D, Sanyal A, Lajoie BR, Capriotti E, Byron M, Lawrence JB (2011). The three-dimensional folding of the alpha-globin gene domain reveals formation of chromatin globules. Nat Struct Mol Biol.

[22] Zhou GL, Xin L, Song W, Di LJ, Liu G, Wu XS (2006). Active chromatin hub of the mouse alpha-globin locus forms in a transcription factory of clustered housekeeping genes. Mol Cell Biol.

[23] Therwath A, Mengod G, Scherrer K (1984). Altered globin gene transcription pattern and the presence of a 7–8 kb alpha A globin gene transcript in avian erythroblastosis virus-transformed cells. EMBO J.

[24] Razin SV, Petrov P, Hancock R (1991). Precise localization of the alpha-globin gene cluster within one of the 20- to 300-kilobase DNA fragment released by cleavage of chicken chromosomal DNA at topoisomerase II sites in vivo: evidence that the fragments are DNA loops or domains. Proc Natl Acad Sci USA.

[25] Valdes-Quezada C, Arriaga-Canon C, Fonseca-Guzman Y, Guerrero G, Recillas-Targa F (2013). CTCF demarcates chicken embryonic alpha-globin gene autonomous silencing and contributes to adult stage-specific gene expression. Epigenetics.

[26] Gavrilov AA, Razin SV (2008). Spatial configuration of the chicken α-globin gene domain: immature and active chromatin hubs. Nucleic Acids Res.

[27] Gasaryan KG (1982). Genome activity and gene expression in avian erythroid cells. Int Rev Cytol.

[28] Philonenko ES, Klochkov DB, Borunova VV, Gavrilov AA, Razin SV, Iarovaia OV (2009). TMEM8—a non-globin gene entrapped in the globin web. Nucleic Acids Res.

[29] Broders F, Zahraoui A, Scherrer K (1990). The chicken alpha-globin gene domain is transcribed into a 17-kilobase polycistronic RNA. Proc Natl Acad Sci USA.

[30] Razin SV, Rynditch A, Borunova V, Ioudinkova E, Smalko V, Scherrer K (2004). The 33 kb transcript of the chicken alpha-globin gene domain is part of the nuclear matrix. J Cell Biochem.

[31] Arriaga-Canon C, Fonseca-Guzman Y, Valdes-Quezada C, Arzate-Mejia R, Guerrero G, Recillas-Targa F (2014). A long non-coding RNA promotes full activation of adult gene expression in the chicken alpha-globin domain. Epigenetics.

[32] Razin SV, Vassetzky JYS, Kvartskhava AI, Grinenko NF, Georgiev GP (1991). Transcriptional enhancer in the vicinity of replication origin within the 5′ region of the chicken alpha-globin gene domain. J Mol Biol.

[33] Razin SV, De Moura Gallo CV, Scherrer K (1994). Characterization of the chromatin structure in the upstream area of the chicken alpha-globin gene domain. Mol Gen Genet.

[34] Knezetic J, Felsenfeld G (1989). Identification and characterization of a chicken alpha-globin enhancer. Mol Cell Biol.

[35] Higgs DR, Vernimmen D, De Gobbi M, Anguita E, Hughes J, Buckle V, et al. How transcriptional and epigenetic programmes are played out on an individual mammalian gene cluster during lineage commitment and differentiation. Biochemical Society Symposia. 2006. pp. 11–2210.1042/bss073001116626283

[36] Dostie J, Dekker J (2007). Mapping networks of physical interactions between genomic elements using 5C technology. Nat Protoc.

[37] Lieberman-Aiden E, van Berkum NL, Williams L, Imakaev M, Ragoczy T, Telling A (2009). Comprehensive mapping of long-range interactions reveals folding principles of the human genome. Science.

[38] Imakaev M, Fudenberg G, McCord RP, Naumova N, Goloborodko A, Lajoie BR (2012). Iterative correction of Hi-C data reveals hallmarks of chromosome organization. Nat Methods.

[39] Gushchanskaya ES, Artemov AV, Ulyanov SV, Logacheva MD, Penin AA, Kotova ES (2014). The clustering of CpG islands may constitute an important determinant of the 3D organization of interphase chromosomes. Epigenetics.

[40] Alber F, Dokudovskaya S, Veenhoff LM, Zhang W, Kipper J, Devos D (2007). Determining the architectures of macromolecular assemblies. Nature.

[41] Filippova D, Patro R, Duggal G, Kingsford C (2014). Identification of alternative topological domains in chromatin. Algorithms Mol Biol.

[42] Sanborn AL, Rao SS, Huang SC, Durand NC, Huntley MH, Jewett A (2015). Chromatin extrusion explains key features of loop and domain formation in wild-type and engineered genomes. PNAS.

[43] Dryden NH, Broome LR, Dudbridge F, Johnson N, Orr N, Schoenfelder S (2014). Unbiased analysis of potential targets of breast cancer susceptibility loci by Capture Hi-C. Genome Res.

[44] Flint J, Tufarelli C, Peden J, Clark K, Daniels RJ, Hardison R (2001). Comparative genome analysis delimits a chromosomal domain and identifies key regulatory elements in the alpha globin cluster. Hum Mol Genet.

[45] Vyas P, Vickers MA, Simmons DL, Ayyub H, Craddock CF, Higgs DR (1992). Cis-acting sequences regulating expression of the human alpha-globin cluster lie within constitutively open chromatin. Cell.

[46] Addya S, Keller MA, Delgrosso K, Ponte CM, Vadigepalli R, Gonye GE (2004). Erythroid-induced commitment of K562 cells results in clusters of differentially expressed genes enriched for specific transcription regulatory elements. Physiol Genomics.

[47] Kowalczyk MS, Hughes JR, Babbs C, Sanchez-Pulido L, Szumska D, Sharpe JA (2012). Nprl3 is required for normal development of the cardiovascular system. Mamm Genome.

[48] Dutchak PA, Laxman S, Estill SJ, Wang C, Wang Y, Wang Y (2015). Regulation of hematopoiesis and methionine homeostasis by mTORC1 inhibitor NPRL2. Cell Rep.

[49] Kowalczyk MS, Hughes JR, Garrick D, Lynch MD, Sharpe JA, Sloane-Stanley JA (2012). Intragenic enhancers act as alternative promoters. Mol Cell.

[50] Hardison RC (2012). Evolution of hemoglobin and its genes. Cold Spring Harb Perspect Med.

[51] Travers A (1999). Chromatin modification by DNA tracking. Proc Natl Acad Sci USA.

[52] Ea V, Baudement MO, Lesne A, Forne T (2015). Contribution of topological domains and loop formation to 3D chromatin organization. Genes (Basel).

[53] de Wit E, Vos ES, Holwerda SJ, Valdes-Quezada C, Verstegen MJ, Teunissen H (2015). CTCF binding polarity determines chromatin looping. Mol Cell.

[54] Vietri Rudan M, Barrington C, Henderson S, Ernst C, Odom DT, Tanay A (2015). Comparative Hi-C reveals that CTCF underlies evolution of chromosomal domain architecture. Cell Rep.

[55] Kubo N, Ishii H, Gorkin D, Meitinger F, Xiong X, Fang R (2016). Preservation of chromatin organization after acute loss of CTCF in mouse embryonic stem cells. bioRxiv.

[56] Ulianov SV, Khrameeva EE, Gavrilov AA, Flyamer IM, Kos P, Mikhaleva EA (2016). Active chromatin and transcription play a key role in chromosome partitioning into topologically associating domains. Genome Res.

[57] Dixon JR, Jung I, Selvaraj S, Shen Y, Antosiewicz-Bourget JE, Lee AY (2015). Chromatin architecture reorganization during stem cell differentiation. Nature.

[58] Hagege H, Klous P, Braem C, Splinter E, Dekker J, Cathala G (2007). Quantitative analysis of chromosome conformation capture assays (3C-qPCR). Nat Protoc.

[59] Braem C, Recolin B, Rancourt RC, Angiolini C, Barthes P, Branchu P (2008). Genomic matrix attachment region and chromosome conformation capture quantitative real time PCR assays identify novel putative regulatory elements at the imprinted Dlk1/Gtl2 locus. J Biol Chem.

[60] Lajoie BR, van Berkum NL, Sanyal A, Dekker J (2009). My5C: web tools for chromosome conformation capture studies. Nat Methods.

[61] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[62] Cock PJ, Antao T, Chang JT, Chapman BA, Cox CJ, Dalke A (2009). Biopython: freely available Python tools for computational molecular biology and bioinformatics. Bioinformatics.

[63] Sandelin A, Alkema W, Engstrom P, Wasserman WW, Lenhard B (2004). JASPAR: an open-access database for eukaryotic transcription factor binding profiles. Nucleic Acids Res.

[64] Pettersen EF, Goddard TD, Huang CC, Couch GS, Greenblatt DM, Meng EC (2004). UCSF Chimera–a visualization system for exploratory research and analysis. J Comput Chem.

[65] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.

[66] Anders S, Pyl PT, Huber W (2015). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics.

[67] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

# Supplementary material for: Activation of the alpha-globin gene expression correlates with dramatic upregulation of nearby non-globin genes and changes in local and large-scale chromatin spatial structure
**Source:** Epigenetics Chromatin. 2017 Jul 11;10:35. doi: 10.1186/s13072-017-0142-4
**Supplement:** Supplementary file 4 — Additional file 4: Table S2. Sequences and characteristics of the 5C primers used in this study. 5C primers were designed using the alternating scheme in my5C.primers and chicken reference genome assembly galGal4.

Table S2. Sequences and characteristics of the 5C primers used in this study.

|          |          |          |                                 |    |       |       |      |     |                                                      |
|----------|----------|----------|---------------------------------|----|-------|-------|------|-----|------------------------------------------------------|
| REV_1022 | 12140954 | 12140983 | CTTTTTGGTACTGGGGACAAATAGAAATA   | 30 | 57.72 | 33.33 | 373  | 57  | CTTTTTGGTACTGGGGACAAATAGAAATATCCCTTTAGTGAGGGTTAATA   |
| REV_1033 | 12175334 | 12175363 | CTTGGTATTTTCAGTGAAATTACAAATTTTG | 30 | 54.69 | 26.67 | 3555 | 130 | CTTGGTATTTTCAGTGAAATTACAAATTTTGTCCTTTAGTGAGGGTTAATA  |
| REV_1049 | 12216521 | 12216550 | CTTTTGCAAAATCCTCCAGCTTCTCTGCT   | 30 | 64.88 | 46.67 | 1237 | 98  | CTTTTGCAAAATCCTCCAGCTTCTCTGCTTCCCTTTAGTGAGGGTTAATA   |
| REV_1060 | 12256623 | 12256652 | CTTGAGCTTCTGTTGGGGACCATTAGGC    | 29 | 64.79 | 51.72 | 2135 | 49  | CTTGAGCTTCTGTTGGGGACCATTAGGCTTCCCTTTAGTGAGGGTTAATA   |
| REV_1071 | 12273502 | 12273531 | CTTTCCTCCAAGGAAGTTCTATTTTGAT    | 30 | 57.91 | 33.33 | 1937 | 66  | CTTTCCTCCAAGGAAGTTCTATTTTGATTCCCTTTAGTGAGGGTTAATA    |
| REV_1081 | 12294388 | 12294417 | CTTGTTGGGCTTGGCTGGTCCTTTTG      | 26 | 64.43 | 53.85 | 1236 | 31  | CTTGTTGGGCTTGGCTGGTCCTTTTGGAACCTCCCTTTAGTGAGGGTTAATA |
| REV_1091 | 12323402 | 12323431 | CTTTCCTTCCTGTACATCAGCAACATCT    | 30 | 61.05 | 40    | 2772 | 68  | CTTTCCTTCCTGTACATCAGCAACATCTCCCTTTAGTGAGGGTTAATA     |

# Supplementary material for: Activation of the alpha-globin gene expression correlates with dramatic upregulation of nearby non-globin genes and changes in local and large-scale chromatin spatial structure
**Source:** Epigenetics Chromatin. 2017 Jul 11;10:35. doi: 10.1186/s13072-017-0142-4
**Supplement:** Supplementary file 7 — Additional file 7: Table S3. Genomic coordinates of topologically associating domains within the studied region. TADs were identified using the optimal segmentation algorithm from the Lavaburst package with the with the Armatus scoring function.

**Table S3.** Genomic coordinates of topologically associating domains within the studied region.

| Cell type | $\gamma$ value | Genomic bins recognized as boundaries |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |
|-----------|----------------|---------------------------------------|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|
| DT40      | 0.08           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.09           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.1            | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.11           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.12           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.13           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.14           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.15           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.16           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.17           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.18           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.19           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.2            | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.21           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.22           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.23           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.24           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
|           | 0.25           | 0                                     | 11 | 12 | 50 | 52 | 65 | 66 | 72 | 73 | 76 | 77 | 82 | 83 | 91 |    |    |
| HD3pr     | 0.08           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.09           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.1            | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.11           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.12           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.13           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.14           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.15           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.16           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.17           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.18           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.19           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.2            | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.21           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.22           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.23           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.24           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
|           | 0.25           | 0                                     | 11 | 12 | 51 | 53 | 57 | 58 | 63 | 64 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| HD3dif    | 0.0            | 0                                     | 11 | 12 | 51 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |    |    |
|           | 0.01           | 0                                     | 11 | 12 | 51 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |    |    |
|           | 0.02           | 0                                     | 11 | 12 | 51 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |    |    |
|           | 0.03           | 0                                     | 11 | 12 | 51 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |    |    |
|           | 0.04           | 0                                     | 11 | 12 | 51 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |    |    |
|           | 0.05           | 0                                     | 11 | 12 | 51 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |    |    |
|           | 0.06           | 0                                     | 11 | 12 | 51 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |    |    |
|           | 0.07           | 0                                     | 11 | 12 | 51 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |    |    |
|           | 0.08           | 0                                     | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |    |    |

|      |   |    |    |    |    |    |    |    |    |    |    |    |    |    |
|------|---|----|----|----|----|----|----|----|----|----|----|----|----|----|
| 0.09 | 0 | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.1  | 0 | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.11 | 0 | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.12 | 0 | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.13 | 0 | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.14 | 0 | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.15 | 0 | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.16 | 0 | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.17 | 0 | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.18 | 0 | 11 | 12 | 50 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.19 | 0 | 11 | 12 | 49 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.2  | 0 | 11 | 12 | 49 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.21 | 0 | 11 | 12 | 49 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.22 | 0 | 11 | 12 | 49 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.23 | 0 | 11 | 12 | 49 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.24 | 0 | 11 | 12 | 49 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |
| 0.25 | 0 | 11 | 12 | 49 | 52 | 58 | 59 | 67 | 68 | 72 | 73 | 82 | 83 | 91 |

# Supplementary material for: Activation of the alpha-globin gene expression correlates with dramatic upregulation of nearby non-globin genes and changes in local and large-scale chromatin spatial structure
**Source:** Epigenetics Chromatin. 2017 Jul 11;10:35. doi: 10.1186/s13072-017-0142-4
**Supplement:** Supplementary file 8 — Additional file 8: Supplementary Methods. A detailed description of the C-TALE library preparation.

## SUPPLEMENTARY METHODS

### C-TALE library preparation

C-TALE libraries were prepared in two independent biological replicates. At the first step, *in situ* DpnII-Hi-C libraries suitable for sequencing on Illumina HiSeq platform were prepared from each cell type according to previously published protocol [4]. Next, we produced hybridization baits using BACs CH261-93N17, CH261-75C12 and CH261-85E12 (CHORI BACPAC) covering the genomic region chr14:11721574-12436767. BACs purified from overnight shaker-cultures were mixed in an equimolar ratio (totally 5 µg) in 500 µl of sonication buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 0.1% SDS), incubated on ice for 20 min, and the DNA was then sheared to a size of approximately 200-600 bp using a VirSonic 100 (VerTis). The sample was centrifuged at 13400 g for 5 min and concentrated on AMICON Ultra Centrifugal Filter Units (30K). The DNA was purified using Agencourt AMPure XP magnetic beads (Beckman Coulter) and eluted with 42.5 µl of 1.1× T4 DNA ligase buffer (Thermo). 2.5 µl of 10 mM dNTP mixture (Thermo), 2.5 µl of T4 polynucleotide kinase (NEB; 10 U/µl), 2 µl of T4 DNA polymerase (NEB; 3U/µl), 0.5 µl Klenow DNA polymerase (NEB; 5U/µl) were added to the sample, and end repair reaction was carried out for 30 min at 25°C. After that, the DNA was purified using Agencourt AMPure XP magnetic beads. The A-tailing reaction was performed in 50 µl of 1× NEBuffer 2 supplemented with 0.5 mM dATP and 12.5 U of Klenow exo minus enzyme (NEB) for 30 min at 37°C. The DNA was purified using Agencourt AMPure XP beads and eluted with 19 µl of 10 mM Tris-HCl (pH 8.0). Double-stranded Y-shaped BAC-adaptor for the PCR amplification was ligated to the library in 25 µl of 1× T4 DNA ligase buffer supplemented with 1 mM of the adaptor and 5 U of T4 DNA ligase (Thermo) for 2.5 h at 25°C. BAC-adaptor sequences are the following (adopted from PMID:21886102):

5'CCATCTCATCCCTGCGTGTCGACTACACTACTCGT 3', 5'PO<sub>4</sub>-  
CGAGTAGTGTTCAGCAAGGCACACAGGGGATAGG3' (complementary regions are underlined). The DNA was purified using Agencourt AMPure XP beads (0.9:1) and eluted with 25 µl of 10 mM Tris-HCl (pH 8.0). Test PCR reactions containing 1 µl of the bait library were performed to determine the optimal number of PCR cycles needed to obtain 10-30 ng/µl of DNA in the PCR mixture. The PCR reactions (volume of each reaction is 25 µl) were performed using KAPA High Fidelity DNA Polymerase (KAPA) and 5'-biotinylated custom PCR primers (12.5 pmol each; forward primer: biotin-CCATCTCATCCCTGCGTGTC; reverse primer: biotin-CCTATCCCCTGTGTGCCTTG). The temperature profile was 5 min at 98°C, followed by 8, 10 and 12 cycles of 20 s at 98°C, 15 s at 65°C, and 20 s at 72°C. 1-2 µg of the final bait library from 3-4 preparative PCR reaction was purified using Agencourt AMPure XP beads and eluted with 10-20 µl of 10 mM Tris-HCl (pH 8.0) to obtain the DNA concentration higher than 50 ng/µl that is handy for the performing of subsequent hybridization.

For hybridization of the Hi-C libraries with the bait library, two starting mixtures (15 µl each) were prepared. The first mixture (Bac-mix) contains 150 ng of the bait library (100 ng per one Hi-C library), 300 ng of sonicated genomic DNA (200-500 bp) and 10 pmol of competitor oligonucleotides for the BAC-adaptor (oligo-A1 5' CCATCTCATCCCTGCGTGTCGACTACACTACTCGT 3', oligo-A2 5' CCTATCCCCTGTGTGCCTTG 3'). The second one (Lib-mix) contains 300 ng of Hi-C libraries from the three cell types mixed in equimolar ratio, 3 µg of salmon sperm DNA and 10 pmol of competitor oligonucleotides for the Illumina TruSeq adaptors (oligo-B1 5' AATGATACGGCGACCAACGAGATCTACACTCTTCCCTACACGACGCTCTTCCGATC TC 3', oligo-B2 is Illumina PE PCR Primer 2.0 5' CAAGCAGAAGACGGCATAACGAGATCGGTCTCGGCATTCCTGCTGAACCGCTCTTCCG ATCT 3'). Both mixtures were denatured in a PCR-machine at 95°C for 5 min and then incubated at 65°C for 15 min. After that, 15 µl of pre-heated (65°C) 2× hybridization buffer (10× Denhardt's solution, 10× SSPE buffer, 0.2% SDS, 10 mM EDTA) were added to the both mixtures, and the tubes were incubated at 65°C for 3 h. Next, BAC-mix was added to the Lib-

mix with pre-heated low-binding tip, and the final hybridization mixture was incubated at 65°C for 40 h (30-50 h is an appropriate time interval).

At the next step, 10 µl of streptavidin-coated magnetic beads Dynabeads C1 (Invitrogen) were washed with 200 µl of WB buffer (10 mM Tris-HCl pH 7.5, 1M NaCl, 1 mM EDTA), resuspended in 150 µl of WB buffer, combined with the hybridization mixture and incubated for 30 min at 25°C with occasional vortexing to pull-down biotinylated baits with trapped ligation junctions. Unbound portion of Hi-C library and other components of the hybridization mixture were removed by sequential washing the beads with 200 µl of LSB buffer (1× SSC, 0.1% SDS) for 15 min at 25°C (single wash), 200 µl of HSB buffer (0.1× SSC, 0.1% SDS) for 10 min at 65°C (three washes) and 200 µl of LS buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl) for 10 min at 25°C (three washes; hereinafter low-binding tips and tubes were used for all manipulations). After the last washing, the beads were resuspended in 25 µl of 10 mM Tris-HCl pH 8.0. Test PCR reactions containing 5 µl of the bead suspension were performed to determine the optimal number of PCR cycles needed to obtain 10-30 ng/µl of DNA in the PCR mixture. The PCR reactions (volume of each reaction is 25 µl) were performed using KAPA High Fidelity DNA Polymerase (KAPA) and Illumina PE1.0 and PE2.0 primers (12.5 pmol each). The temperature profile was 5 min at 98°C, followed by 17, 19 and 21 cycles of 20 s at 98°C, 15 s at 65°C, and 20 s at 72°C. Two preparative PCR reactions were performed, the PCR mixtures were combined, and the products were purified using Agencourt AMPure XP beads (the volume ration of beads and PCR mixture is 0.8 : 1).

Finally, the obtained library was subjected to the second round of hybridization performed essentially as the first one to achieve at least a 300-fold enrichment of ligation junctions from the locus of interest. 10 cycles of PCR were applied after the second round of hybridization. Final libraries were sequenced on Illumina HiSeq 2000 by 10-12 millions of paired-end reads.

How the deposited data were processed for this re-analysis (not part of the article)

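RNA-seq, 5C and C-TALE were analysed for 3 groups of chicken cells: DT40 (lymphoid line), HD3pr (proliferating HD3 erythroblasts) and HD3dif (HD3 cells after induction), with 2 samples per group and assay. Groups follow the sample labels and the paper's sample table, and no sample was assigned from its values. ChIP, FISH, 3C and PCR results were not analysed here, and neither was the gene ontology analysis.

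For RNA-seq, the authors aligned reads to galGal4 and deposited unnormalized read counts per Ensembl gene, with counts of reads not assigned to a gene, and base coverage tracks without scaling. Libraries held 53441424 to 72817624 reads. Reads on genes made up 54.6 ± 1.20% in DT40, 45.3 ± 1.22% in HD3pr and 34.4 ± 1.93% in HD3dif (mean ± SD, n = 2), reads aligned to more than 1 place 15.5% to 21.9%, and reads ambiguous between genes 0.192% to 0.398%. Genes with at least 1 read numbered 12708 to 14244. The coverage tracks hold 18255236189 to 27950289034 covered bases per library. Their total per library was the scale for zone coverage, without a test.

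Gene counts were tested with edgeR 4.0.16 (quasi-likelihood, TMM factors 0.998 and 1.01 in DT40, 0.915 and 0.915 in HD3pr, and 1.09 and 1.08 in HD3dif) in R 4.3.3. Genes needed a CPM above 1 in at least 2 of 6 libraries. A call needed a log2 fold change beyond 0.6 and a Benjamini-Hochberg adjusted p below 1e-07. The SE of a log2 fold change is its size divided by the square root of the F statistic. The residual degrees of freedom per gene are 3. Alternatives were DESeq2 1.42.0, RLE factors, library totals, no filter, filterByExpr, a block for the replicate number, only the 2 cell types compared, an adjusted p of 0.05 without a fold limit, and each library left out. Where 1 library is left in a group, it is assumed to vary like the libraries of the other groups.

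The genes named in the text were drawn from every gene that the paper names in its Results, in Fig. 1 or in Table S1 and that could be matched to the files (not all of them are printed), and from the 5 largest rises and 5 largest falls of HD3dif against HD3pr among called genes with a mean CPM of at least 10 over the 6 libraries and both HD3dif libraries on the same side of both HD3pr libraries. The values of Table S1 had been seen when genes were matched by their counts. Of the identifiers without a name, at most 2 that rose and 2 that fell are printed, and genes at 0 in HD3pr were passed over.

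For 5C, the authors deposited raw read counts per pair of a forward and a reverse primer, 1 table per library, with a last column that carries no primer name and was left out. Counts were divided by the library total, averaged over the primer pairs of each pair of 30-kb bins and corrected iteratively in each replicate. Merged maps are sums of the corrected replicates. Blocks of bin pairs were compared with the fry test of limma 3.58.1, and bin pairs were required to be above 0 in all 6 maps. The compartment profile is the first principal component of the correlation matrix of the merged map, with contacts divided by the mean at their distance. TADs come from the Armatus score at gamma 0.15, with a boundary shared when it lies within 1 bin. Depth was 5106079 to 6740556 reads per library, and replicates rather than counting error set the precision of block means.

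For C-TALE, the authors deposited 1 merged map per cell type, as read pairs between 5-kb bins and as contacts after iterative correction. Contacts between a bin and itself were left out. Insulation, domains, sub-TAD contact, contact beyond 60 kb and the slope of contact against distance between 10 and 200 kb were computed from the corrected maps, with the maps before correction as an alternative.

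Calculations on maps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The edgeR fit, fry, iterative correction, the compartment profile, the Armatus score, the permutation of bins, insulation and the C-TALE contact of a block were tested on simulated data with known changes. DESeq2, edgeR over primer pairs, the signed-rank test and the slope of contact against distance were not. Exact Poisson intervals of the count at 95%, divided by the total, were used for shares of read pairs. Alternatives for the maps were no iterative correction, smoothed or observed over expected contacts, other bounds of AgGD and of the gene desert, other values of gamma, other insulation windows and the paper's signed-rank test. Chosen after seeing the data were the exchange of the primer axes, equal weights in fry, leaving out bins without primers in the TAD search, and the alternatives marked so in the text. Intergenic transcription was not analysed here.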

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

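In this part, the tests on a single HD3dif library and on mitochondrial reads were chosen only after the result was seen, while those on genomic DNA and on the unnamed 5C column were written before.

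The 5C tables hold a column without a primer name, with reads that the paper does not report on. It takes 0.527% to 0.777% of the reads of a library (28470 to 42819 reads). In all 6 libraries its highest count is with the last forward primer, at 12474464, which holds 19.1% to 31.5% of the column. If the column were a reverse primer of the region whose name was left out, counts should fall with distance from that forward primer. Spearman's rho between count and distance ran from −0.319 to −0.234 over the libraries, the sign that explanation needs but a weak relation. A primer near the end of the region and a sum of unassigned reads therefore cannot be told apart, since no library was made without such a primer. No biological explanation was tested, since the column is present in every cell type.

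The paper does not compare the RNA coverage of the gene desert between cell types, and in HD3dif the desert had 6.94 times the coverage of HD3pr. The 4 pairs of an HD3dif with an HD3pr library gave 6.24-fold to 7.72-fold, which argues against 1 deviating library. With TMM-scaled totals of the gene counts, chosen after seeing the data, the fold was 6.03. Genomic DNA at one level along the genome would cover all bins about equally. Of 159142 bins of 5 kb, 29.2% and 32.0% in the HD3dif libraries lay more than 10-fold below the median bin of the desert. This argues against genomic DNA at one level. In the DT40 and HD3pr libraries, 22.4% to 24.7% lay that far below their own desert median. The median of all these bins was 0.0491 and 0.0485 in HD3dif against 0.0157 and 0.0154 in HD3pr, scaled as for the zones. Empty bins made up 13.1% and 11.1% in HD3dif against 23.6% and 23.7% in HD3pr. The rise in HD3dif is therefore not confined to the desert. Genomic DNA of uneven coverage stays open: the median bin of the desert held 41.4% and 49.6% of the mean bin in the HD3dif libraries, 19.4% and 26.8% in HD3pr and 41.3% and 31.5% in DT40, so coverage is neither even nor confined to a few bins, and the 2 explanations cannot be told apart on this measure. Transcription of the desert upon differentiation is a candidate explanation that was not tested further. In HD3pr, the bin from 10150001 alone held 32.2% and 32.7% of the desert's coverage, and in HD3dif 4.60% and 3.56%. Without this bin the fold was 9.85 (8.84 to 11.0 over library pairs), and for the median bin of the desert it was 13.6 (9.64 to 19.8), so its size depends on the summary.

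Mitochondrial coverage, on which the paper does not report, made up 0.117% of covered bases in HD3dif, 0.0485% in HD3pr and 0.0469% in DT40 (means of 2 libraries). It was tested as an explanation for the larger share of reads without a gene feature in HD3dif. Its rise of 0.0687 percentage points stands against a rise of 12.6 points in those reads, which argues against it. For the mitochondrial rise itself no technical explanation was tested, and the induction of differentiation stays open as a biological explanation.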

How the results depend on the processing

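Alternatives chosen only after the data were seen are named as added below: in 100 of 684 recomputed values the alternative was added, and in the others it was chosen before. The exchange of the primer axes behind all 5C values, the equal weights in fry and leaving out bins without primers in the TAD search were also chosen after the data were seen. Of the 684 values, 516 (75.4%) kept their direction, their side of the threshold or their size within the replicate spread, and 29 reversed. Posterior SD weights (added) leave the mean log2 ratio of a 5C block unchanged. An opposite direction of fry under these weights, given below, is not among the reversed values. RLE factors and filterByExpr changed none of 24 results each, DESeq2 and library totals 1 of 24 each, and leaving out 1 library 23 of 228. For all changes below the cause was not tested, except where fewer samples are compared.

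An adjusted p of 0.05 without a fold limit, which calls more genes by construction, gave 8639 changed genes for HD3dif against HD3pr, 9040 for HD3pr against DT40 and 9739 for HD3dif against DT40, and 17 region genes higher in HD3dif than in both. Leaving out 1 library gave 2022 (without HD3dif replicate 2) to 3754 (without DT40 replicate 1) changed genes for HD3dif against HD3pr. Fold changes of TMEM8A (3.26 to 3.57), NPRL3 (2.26 to 2.57), HBZ (2.81 to 3.24), MPG (1.89 to 2.22) and ABAT (1.90 to 2.21) stayed past both limits in all 15 settings that use these limits. CARHSp1 (1.75 to 2.46) did so in 9 of 15, AXIN (0.71 to 1.06) in 5, RHBDF1 (0.55 to 0.88) in 0, and RBFOX1 (2.79 to 3.90) in 1 of 12. The replicate number does not pair RNA-seq libraries (correlations of same-numbered deviations 0.0505, −0.0580 and −0.0290) or 5C libraries (0.0212, 0.00252 and −0.0312). With a replicate block, 2806 genes changed between HD3dif and HD3pr and 6 region genes were higher than in both.

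The distance between HD3pr and DT40 over that between HD3dif and HD3pr (2.33) was 2.11 with all genes and 2.36 with a prior count of 10, and for HD3dif and DT40 (2.33) it was 2.24 with all genes, 2.30 with a prior count of 0.5 and 2.40 with 10. With TMM-scaled totals of the gene counts (added), the coverage fold of HD3dif over HD3pr was 1.33 in zone I, 6.03 in the gene desert, 1.85 in zone III, 3.59 in the 5′ flank and 5.67 in AgGD.

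Of the 5C block values, only the 3′ flank (17 alternatives) kept its direction and its side of the threshold throughout. With posterior SD weights (added), fry gave the opposite direction for some blocks against HD3pr. It was down for AgGD with the gene desert (limma fry, BH adjusted p = 0.541). It was up for zone I with zone III and down for zone III with the gene desert (limma fry, BH adjusted p = 0.797 each). For AgGD with the gene desert against HD3pr (0.13), the log2 ratio was −0.10 with zeros kept (added), −0.0093 smoothed, −0.33 with primer names as labelled (added), −0.34 with bins from 10 kb earlier (added), −0.40 over primer pairs with edgeR and −0.18 in the signed-rank test, and 0.10 with AgGD as bins 75 to 78 (adjusted p = 0.0124, limma; range over its alternatives up to 0.991). Against DT40 (−0.64, adjusted p = 0.0286) the threshold was lost with the replicate block (−0.64, adjusted p = 0.140), posterior SD weights (added; −0.64, 0.193), zeros kept (added; −0.37), smoothing (−0.62) and primer names as labelled (added; −0.57), and with each library left out (−0.72 without DT40 replicate 2 to −0.57 without DT40 replicate 1), where fewer samples are compared. For the 5′ flank against HD3pr (0.16) it was −0.066 without iterative correction, −0.32 with AgGD as bins 75 to 78, −0.50 with primer names as labelled, −0.12 with bins from 10 kb earlier and −0.33 over primer pairs. Beyond AgGD against DT40, CARHSp1 and the gene counts given above, the replicate block changed no call of a result recomputed with it.

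For zone I with zone III, the ratio to HD3pr (−0.11) was 0.012 with bins from 10 kb earlier (added) and 0.022 in the signed-rank test, and −0.42 (without HD3dif replicate 2) to 0.19 (without HD3dif replicate 1) with a library left out. The ratio to DT40 (−0.30) was 0.030 in the signed-rank test and −0.60 to 0.0067 with a library left out. For zone III with the gene desert, the ratio to HD3pr (0.10) was −0.036 without iterative correction, −0.37 with primer names as labelled (added), −0.093 with bins from 10 kb earlier (added), −0.10 over primer pairs, 0.12 in the signed-rank test, 0.16 in that test with bins 12 to 73 (added), and 0.0259 to 0.17 with a library left out. To DT40 (−0.29) it passed the threshold without iterative correction (−0.43), as observed over expected (−0.37), with the gene desert as bins 12 to 72 (−0.29), with bins from 10 kb earlier (added; −0.43), and without an HD3dif replicate (−0.36 and −0.22, the range over all libraries left out), but not without a DT40 or HD3pr replicate. The contact of zone III with zone I over the gene desert was 1.36 in DT40, 1.26 in HD3pr and 1.21 in HD3dif without iterative correction, 1.23, 1.41 and 1.35 with bins 12 to 72, 1.66 in DT40 and 1.80 in HD3dif with medians, and 1.37 in DT40 and 1.39 in HD3dif with primer names as labelled.

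The 5C replicate correlation in DT40, HD3pr and HD3dif was 0.505, 0.505 and 0.494 on log2 counts, 0.655, 0.660 and 0.629 by Spearman, 0.829, 0.805 and 0.803 without primer pairs under 60 kb, and 0.438, 0.405 and 0.416 among primer pairs with reads in both (added). The Spearman correlation of the contact change with the transcription change (−0.150) was −0.28 without iterative correction (adjusted p = 0.0363 by permutation), 0.11 with primer names as labelled (added), and −0.32 to 0.16 with a library left out.

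The share of bins on the paper's side of the compartments in DT40 was 100% smoothed, 67.4% without iterative correction, 75.6% with primer names as labelled, 60.7% with bins from 10 kb earlier (96.6% if also smoothed), and 97.7% and 95.3% in smoothed replicates 1 and 2. In HD3pr it was 67.4%, 89.5%, 76.4% and 97.8% for the settings from no correction on, and 89.5% in replicate 2 alone. In HD3dif it was 96.5% smoothed, 68.6% without correction, 84.3% with bins from 10 kb earlier, 96.6% if also smoothed, and 95.3% in each smoothed replicate. The 67.4% without correction in DT40 and HD3pr comes from a component with 0 sign changes and shows no partition. TAD boundaries of HD3pr found in HD3dif (4) were 15 with primer names as labelled (added) and 2 to 5 with a library left out (2 without HD3dif replicate 2).

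In C-TALE, the sub-TAD ratio to HD3pr (0.24) was −0.015 in raw maps, 0.012 over 10 bins with the diagonal, 0.16 over 13 bins and 0.13 as observed over expected, and to DT40 (0.33) −0.094, −0.041, 0.24 and 0.17. The ratio beyond 60 kb to HD3pr (−0.19) was −0.24 in raw maps, −0.21 beyond 100 kb and −0.050 as observed over expected (added), and to DT40 (−0.16) −0.14 raw, −0.18 beyond 40 kb, −0.11 beyond 100 kb and 0.076 as observed over expected (added). The slope difference of HD3dif was −0.120 to HD3pr and −0.167 to DT40 from 20 to 100 kb, −0.115 and −0.0794 in raw maps, and −0.0623 and −0.113 over the whole region. The insulation score in DT40, HD3pr and HD3dif was −0.69, −0.88 and −0.87 with a window of 5 bins, −0.11, −0.076 and −0.26 with 20, and 0.32, 0.15 and −0.070 in raw maps. At gamma 0.4, 0.5, 0.6, 0.8 and 1 there were 5, 6, 7, 8 and 69 domains in DT40 and 5, 6, 7, 9 and 61 in HD3pr. In HD3dif there were 44 at gamma 0.25, 0.3 and 0.4, then 46, 47, 49 and 59. Minima shared by all cell types (5) were 7 with a window of 5 bins and 3 with 20.

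The alternatives for intergenic transcription were not run. In C-TALE the median bin pair of HD3dif holds 14 read pairs, which limits single bin pairs. Thinning the other map to that depth left the sub-TAD ratio at 0.254, against 0.243 at full depth.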

Differences from the paper's values

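In this part, values under TMM-scaled totals, library totals with reads not assigned to a gene, primer names as labelled and bins from 10 kb earlier come from alternatives and tests chosen only after the result was seen.

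The paper shows about 3000 genes higher in HD3dif than in HD3pr in Fig. 1a, read by eye, and 1306 are found here. Of the alternatives set before the data were examined, no filter on low counts (2024) and an adjusted p of 0.05 without a fold limit (4360) lie within 1.5 times of it, and the others do not (748 to 1968). For HD3dif against DT40, it shows about 1800 higher and about 1900 lower genes in Fig. 1a, read by eye, against 2973 and 2958 here. The higher count lies within 1.5 times under the replicate block (2607) and without DT40 replicate 1 (2657), DT40 replicate 2 (2383), HD3dif replicate 1 (2426) or HD3dif replicate 2 (2182), and under no other alternative. The lower count does so with library totals (2706), the replicate block (2703), only 2 cell types (2804) and any library left out (2224 to 2841), but not with DESeq2, RLE factors, no filter, filterByExpr or the adjusted p of 0.05. If the counts of the HD3dif panels are exchanged, a reading tried after seeing the values, all 4 lie within 1.5 times: about 1800 and about 1900 in Fig. 1a, read by eye, against 1306 and 2030 here for HD3pr, and about 3000 and about 2700 in Fig. 1a, read by eye, against 2973 and 2958 here for DT40. Nothing in the files tells whether the figure holds such an exchange.

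Table S1 of the paper gives log2 fold changes of HD3dif over HD3pr of 3.43 for TMEM8A, 2.43 for NPRL3 and 2.07 for ABAT, and the values here are 3.32, 2.32 and 1.96. Over 25 genes the paper's value is higher by a near-constant 0.108 (0.108 to 0.112). DESeq2 (3.37, 2.38 and 2.02) and leaving out HD3dif replicate 1 (3.41, 2.35 and 2.06) show no difference for any of the 3 genes, RLE factors none for NPRL3 (2.38) and ABAT (2.02), and leaving out an HD3pr replicate (2.32 each) or HD3dif replicate 2 (2.43) none for NPRL3. The other alternatives set before the data were examined differ. Library totals with reads not assigned to a gene, chosen after seeing the values, gives 3.39, 2.40 and 2.03 and drops 0 of the 10 matched genes that Table S1 calls higher. The paper's folds for TMEM8A and NPRL3 do not differ by 1.5 times from those here.

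The paper states about 50% of genes of the region higher in HD3dif than in both other cell types, and 29.6% of the matched genes are so here. Against DT40 alone 51.9% are higher. Of the alternatives set before the data were examined, DESeq2, library totals, only 2 cell types and leaving out DT40 replicate 1 (37.0% each), no filter (40.7%) and the adjusted p of 0.05 (63.0%) do not differ. RLE factors (33.3%), filterByExpr (29.6%), the replicate block (22.2%) and the other libraries left out do. The values of Table S1 itself, with the paper's limits, give 10 of 35 genes (28.6%), or 35.7% of the 28 genes with a test.

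For the 5′ flank of AgGD, the paper states a 2.6-fold rise of transcription, against 4.14 here. Of the alternatives set before the data were examined, leaving out HD3dif replicate 1 (3.84) does not differ, and leaving out HD3dif replicate 2 (4.45) or an HD3pr replicate (4.08 and 4.20) does. With TMM-scaled totals, chosen after seeing the values, it is 3.59, within 1.5 times of the paper's value, and the 3′ flank, the only other rise the paper gives, is not dropped.

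The paper counts 14 TAD boundaries in HD3pr and 12 of them in HD3dif. Table S3 lists these 14 as the 2 edge bins of 7 boundaries, of which 12 edge bins (6 boundaries) lie within 1 bin of one in HD3dif. In that unit the values here are 10 and 8 (5 and 4 boundaries), within 1.5 times of the paper's. Of the 5 boundaries found here 5 lie within 1 bin of one in Table S3, and of the 7 in Table S3 3 are not found here. With primer names as labelled, chosen after seeing the values, there are 17 and 15 boundaries, and 3 of the 7 are not found either.

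The paper puts the first compartment border at bin 11, against bin 17 in DT40 and bin 6 in HD3pr and HD3dif here. Of the alternatives set before the data were examined, smoothed maps (bin 10 in all 3) do not differ, nor do replicate 1 alone in DT40 and HD3pr and replicate 2 alone in HD3dif (bin 12 each). The other replicates alone (bins 17, 6 and 6) differ. Maps without iterative correction give bin 2, the lowest bin searched. Their component had 0 sign changes in DT40 and HD3pr, so no border exists there, and 2 in HD3dif. Chosen after seeing the values were smoothed maps with bins from 10 kb earlier, which give bin 11 in all 3, the same bins unsmoothed, which give bin 12 in HD3dif, each replicate alone in smoothed maps, which gives bin 10, and primer names as labelled, which give bin 9 in DT40. None of them drops the border.

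The paper counts 8 C-TALE contact domains, against 3 in DT40, 3 in HD3pr and 4 in HD3dif here. Of the gamma values set before the data were examined, 0.5, 0.6 and 0.8 do not differ for DT40 (6, 7 and 8) and HD3pr (6, 7 and 9), and 0.2 does not for HD3dif (6). The other gamma values differ, and at 0.8 HD3dif has 49 domains.

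The paper states that transcription differs more between HD3 and DT40 than between the stages of HD3. The counts in its Fig. 1a run the other way for genes higher in HD3dif, while the counts here (3336 for the stages, 4507 and 5931 against DT40) follow its statement. It also states that TMEM8A and NPRL3 rise most among non-globin genes. Here TMEM8A ranks 1 and NPRL3 4, with RBFOX1 (3.24) above NPRL3 but not past the limit on p, and past it in 1 of 12 settings with that limit (no filter on low counts). The paper counts RHBDF1 and AXIN among the raised genes around AgGD. Here both rise (0.63 and 0.81) without passing the limit, as in Table S1 (FDR 6.2e-06 and 5.3e-07). AXIN passes it in 5 of 15 settings with that limit (DESeq2, library totals, no filter, only 2 cell types, and without DT40 replicate 1, where edgeR quasi-likelihood with BH gives adjusted p = 9.0e-08), and RHBDF1 in 0.

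The paper reports that AgGD lost contact with the gene desert upon differentiation and its flanks did not. Here the mean log2 ratio of AgGD to HD3pr is 0.13, while the paper's signed-rank test on the maps here gives 61.4% of bin pairs lower, and bins from 10 kb earlier give −0.34. It reports more contact between zones I and III, where the ratio here is −0.11 and the median bin pair 0.10, while the paper's signed-rank test for an increase gives p = 0.0369 (n = 167 bin pairs, 38.3% lower). It reports no increase between zone III and the gene desert, where the ratio here is 0.10 in the same direction in 4 of 4 pairs of libraries, and the paper's signed-rank test for an increase gives p = 8.2e-05 (n = 854 bin pairs). These values take the gene desert as bins 12 to 66, while the legend of the paper's Fig. 2e adds the rest of zone III. With bins 12 to 73, chosen after seeing the values, the paper's signed-rank test gives p = 1.9e-10 (n = 963 bin pairs). The paper's test took bin pairs as replicates and the test here took samples.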

Other observations

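In this part, the tests on sampling in 5C, on the decay of contact with distance and on the whole captured region were chosen only after the result was seen, while those on a few genes, on depth and on read pairs of the sub-TAD were written before.

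Under TMM factors 39.1% of the genes changed between HD3dif and HD3pr were higher in HD3dif, and under library totals 58.5%, with a median change of all genes of 0.28 on the log2 scale. A few genes taking most of the counts in HD3pr would produce this. Leaving the 18 most abundant genes out of the totals gave a median of 0.287 rather than 0.283, and the 10 most abundant genes held 10.3% of gene reads in HD3pr and 11.0% in HD3dif, which argues against it. Different RNA content of the cell types was not tested.

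In 5C, 22.2%, 21.1% and 18.2% of primer pairs in DT40, HD3pr and HD3dif had reads in only 1 of the 2 replicates, where the other replicate had a median of 162 reads in DT40 and 162.5 in HD3pr. At the lowest of the 3 medians, that of HD3dif, the Poisson chance of 0 reads is 3.8e-54, which argues against sampling of reads at this depth. Loss of molecules before amplification was not tested. No biological explanation was tested for a difference between replicates.

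The higher contact of the alpha-globin sub-TAD in HD3dif than in HD3pr in corrected C-TALE maps was set against the lower depth of the HD3dif map. With both maps thinned to 368241 read pairs and corrected again, the mean log2 ratio over 20 draws was 0.254 (0.188 to 0.325), against 0.243 at full depth, which argues against depth. A faster decay of contact with distance along the whole map would leave no difference after dividing each contact by the mean at its distance. The ratio was then 0.129, above the other windows of 11 bins (at most 0.0998), and it was also above them with 13 bins (0.140 against at most 0.0760). With 9 bins it was inside their range (0.0757 against at most 0.149), so a faster decay and a change of the sub-TAD itself cannot be told apart. In the maps before correction the median of the sub-TAD was not higher in HD3dif, although 37 of 55 bin pairs and the share of read pairs inside it were. Fewer read pairs on its bins is a candidate explanation for the lower median before correction: their share was 11.5% in DT40, 10.9% in HD3pr and 10.1% in HD3dif, a log2 ratio of −0.104 against HD3pr. Whether the lower share arises in capture or in the cells stays open, and with 1 map per cell type no spread can be set against these values.

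The lower contact beyond 60 kb around AgGD in HD3dif may belong to a change along the whole captured region. In the rest of the region the log2 ratio to HD3pr beyond 60 kb was −0.199, close to the value in T1 and T2 of −0.19. The slope of log2 contact against log2 distance from 10 to 200 kb around AgGD was −0.594 in DT40, −0.570 in HD3pr and −0.685 in HD3dif. Over the whole captured region it was −0.717, −0.768 and −0.830, so the difference of HD3dif to HD3pr fell from −0.115 to −0.062, and DT40 and HD3pr changed order. The log2 ratio of HD3dif over HD3pr was 0.21 at 10 kb and −0.18 at 100 kb. A technical difference between the maps, such as fixation or ligation, was not tested, and a change of the chromatin upon differentiation stays open.

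Over the whole genome, reads that the authors' counting set apart as having no gene feature, which can include reads in introns or on the opposite strand, made up 27.8 ± 1.29% in DT40, 33.7 ± 0.52% in HD3pr and 46.3 ± 0.50% in HD3dif (mean ± SD, n = 2).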
